# Comparative transcriptome analysis of wheat embryo and endosperm responses to ABA and H_2_O_2_ stresses during seed germination

**DOI:** 10.1186/s12864-016-2416-9

**Published:** 2016-02-04

**Authors:** Yonglong Yu, Shoumin Zhen, Shu Wang, Yaping Wang, Hui Cao, Yanzhen Zhang, Jiarui Li, Yueming Yan

**Keywords:** Wheat, Embryo and endosperm, Seed germination, Transcriptome, ABA, H_2_O_2_

## Abstract

**Background:**

Wheat embryo and endosperm play important roles in seed germination, seedling survival, and subsequent vegetative growth. ABA can positively regulate dormancy induction and negatively regulates seed germination at low concentrations, while low H_2_O_2_ concentrations promote seed germination of cereal plants. In this report, we performed the first integrative transcriptome analysis of wheat embryo and endosperm responses to ABA and H_2_O_2_ stresses.

**Results:**

We used the GeneChip® Wheat Genome Array to conduct a comparative transcriptome microarray analysis of the embryo and endosperm of elite Chinese bread wheat cultivar Zhengmai 9023 in response to ABA and H_2_O_2_ treatments during seed germination. Transcriptome profiling showed that after H_2_O_2_ and ABA treatments, the 64 differentially expressed genes in the embryo were closely related to DNA synthesis, CHO metabolism, hormone metabolism, and protein degradation, while 121 in the endosperm were involved mainly in storage reserves, transport, biotic and abiotic stresses, hormone metabolism, cell wall metabolism, signaling, and development. Scatter plot analysis showed that ABA treatment increased the similarity of regulated patterns between the two tissues, whereas H_2_O_2_ treatment decreased the global expression similarity. MapMan analysis provided a global view of changes in several important metabolism pathways (e.g., energy reserves mobilization, cell wall metabolism, and photosynthesis), as well as related functional groups (e.g., cellular processes, hormones, and signaling and transport) in the embryo and endosperm following exposure of seeds to ABA and H_2_O_2_ treatments during germination. Quantitative RT-PCR analysis was used to validate the expression patterns of nine differentially expressed genes.

**Conclusions:**

Wheat seed germination involves regulation of a large number of genes involved in many functional groups. ABA/H_2_O_2_ can repress/promote seed germination by coordinately regulating related gene expression. Our results provide novel insights into the transcriptional regulation mechanisms of embryo and endosperm in response to ABA and H_2_O_2_ treatments during seed germination.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2416-9) contains supplementary material, which is available to authorized users.

## Background

Cereals are important to humankind, with over 2000 million tonnes harvested annually and used for food, livestock feed, and industrial raw materials. Wheat (*Triticum aestivum* L., 2n = 6x = 42, AABBDD), an allohexaploid species, is one of the most important and widely cultivated cereal crops and is a main food source for more than 40 % of the global population [1]. Wheat grains include mainly embryo and endosperm, and both play important roles in seed germination, seedling survival, and subsequent vegetative growth. The embryo forms radicle, plumule, and new plants, while the endosperm, which contains reserve substances, supplies nutrients for subsequent plant growth, which in turn affects wheat yield and quality.

Similar to most flowering plants, development and germination of wheat seeds are separated by a period of quiescence, which in many cases is also a dormancy phase. Only after breaking dormancy can the quiescent embryo germinate after imbibition. These processes have been investigated intensively at the physiological and molecular levels [2, 3]. Seed germination commences with imbibition, the uptake of water by the quiescent dry seed, and terminates with elongation of the embryonic axis [4]. Wheat seed germination undergoes a three-phase process of physiological and morphological changes, including a rapid initial uptake phase, a plateau phase, and a further water-uptake phase, corresponding to switches from the degradation of small-molecule sucrose to the metabolism of three major nutrients and photosynthesis [5]. These metabolic processes play key roles in seed germination by providing the required energy.

Abscisic acid (ABA) is a major hormone during seed germination [6]. The interactions among ABA, gibberellin (GA), ethylene, and brassinosteroids (BR) control the interconnected molecular processes of dormancy release and germination in eudicot seeds, such as *Arabidopsis* and tobacco [7, 8]. ABA is an important plant hormone that at low concentrations positively regulates dormancy induction and negatively regulates seed germination. ABA not only inhibits water uptake by preventing cell wall loosening of the embryo [9] but also specifically inhibits endosperm rupture rather than testa (i.e., seed coat) rupture [10]. Seeds undergo changes in both ABA content and sensitivity during germination in response to internal and external changes. Several studies to date have explored the roles of ABA during seed germination in both model plants and crop species such as *Arabidopsis* [11, 12], barley [13, 14], rice [15], lettuce [16], tomato [17], and coffee [18]. Particularly, most studies on the functions of ABA involved in seed germination have focused on the model plant *Arabidopsis*, including on the regulation of, and the protein kinases required for, ABA signaling during seed germination [19, 20] and transcriptional regulation of ABA-responsive genes in germinating seeds [21].

Treatment with hydrogen peroxide (H_2_O_2_) at low concentrations promotes seed germination of cereal plants, but a high H_2_O_2_ concentration limits germination of seeds, such as those of barley, wheat, and rice [22], *Arabidopsis* [11], pea [23, 24], maize [25, 26], *Zinnia elegans* [27], *Jatropha curcas* [28], and oat [29]. Endogenous H_2_O_2_ is generated in chloroplasts, mitochondria, and peroxisomes following exposure to a wide variety of abiotic and biotic stimuli [30]. Besides the important signaling function in response to environmental stimuli, H_2_O_2_ has toxic effects [31]. Catalase was proposed to be the most important H_2_O_2_-consuming enzyme in the presence of physiological concentrations of H_2_O_2_ [32]. The exogenous application of H_2_O_2_ can increase endogenous seed H_2_O_2_ content and cause carbonylation of storage proteins and several metabolic enzymes, thus enhancing seed germination [24]. Exogenously applied H_2_O_2_ ameliorates seed germination: one explanation is that the scavenging activity for H_2_O_2_ is high, resulting in the production of O_2_ for mitochondrial respiration [33, 34]. Another explanation is that H_2_O_2_ facilitates cracking of hard seeds, allowing them to interact with water [34].

In recent years, along with considerable progress in plant genomics, various transcriptomics and proteomics approaches have been used to investigate the mechanisms of seed germination and responses to various abiotic stresses in several plant species, such as *Arabidopsis* [35, 36], barley [37, 38], maize [39, 40], and rice [41, 42]. However, the majority of these studies focused on changes in the transcriptome of only one organ (embryo or endosperm) under one stress treatment, such as ABA or H_2_O_2_. An integrative transcriptome analysis of the responses of wheat embryo and endosperm to ABA and H_2_O_2_ stresses has not been reported to date.

In this study, we used the elite Chinese bread wheat cultivar Zhenmai 9023 and performed the first comparative transcriptome microarray analysis of the responses of embryo and endosperm to ABA and H_2_O_2_ treatments during seed germination using the GeneChip® Wheat Genome Array (Affymetrix, Santa Clara, CA). Numerous differentially expressed genes in embryo and endosperm responsive to ABA and H_2_O_2_ stresses involved in seed germination were identified. Our results provide novel insights into the molecular mechanisms of wheat seed germination and responses to abiotic stresses.

## Results

### Transcriptome expression profiling of the response to ABA and H_2_O_2_ stress during seed germination

The global transcriptome changes of embryo and endosperm in response to ABA and H_2_O_2_ treatments during wheat seed germination were investigated using the Affymetrix GeneChip® Wheat Genome Array. We grew wheat seeds in pure water as a contrast check (CK_embryo and CK_endosperm), while seeds in the experimental groups were separately treated with 100 mg/L ABA and 100 μmol H_2_O_2_ = (ABA_embryo and ABA_endosperm, H_2_O_2__embryo and H_2_O_2__endosperm). 

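Total RNA from the embryos and endosperms of the 3 sets of seeds was measured on the Affymetrix Wheat Genome Array, on which a set of short probes reports on each transcript sequence. The series holds 18 arrays, 3 for each of the 6 groups, taken at 16 h of imbibition. ABA was given at 100 mg/L, H2O2 as 100 μmol, and the control seeds (CK) had water alone. The authors summarised each array with Microarray Suite 5.0 (MAS5), which gives every probe set 1 signal on a linear scale and multiplies each array by 1 factor, which brings all arrays to the same trimmed mean. Of the 61179 wheat probe sets, the median signal was 62.0 to 73.2 on the CK_embryo arrays, 73.6 to 81.0 for CK_endosperm, 60.3 to 68.2 for ABA_embryo, 59.0 to 70.9 for ABA_endosperm and 72.0 to 80.1 for H2O2_endosperm. In H2O2_embryo it was 65.8 and 67.2 on replicates 2 and 3 and 137.9 on replicate 1. On that array 6.79% of the probe sets had a signal below 10, against 17.5% to 20.8% on the others. Starting from these signals, values under 10 were set to 10 and the log2 was taken. The 57992 probe sets that reached a signal of 20 on at least 3 arrays were fitted in limma with the 6 group means, so that all groups share 1 estimate of the spread. A probe set was called changed, or is said to pass, at a Benjamini-Hochberg adjusted p under 0.05. Levels are mean signals ± SD over the 3 arrays of a group, and a fold is the ratio of treated to CK from the fitted log2 means. Values at the floor understate the change of dim transcripts. Most probe sets carry no gene name in the tables used here: 1796 of the 61179 have a name or description, many of them taken from the closest match in another species, mostly Arabidopsis. The paper describes the replicates as biological, from independently treated material, and the p-values measure the spread between these 3 samples per group.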

When seeds were imbibed in water for 16 h and the radicle emerged from episperm, we harvested the embryo and endosperm tissues separately in triplicate (18 individual samples). All microarray data from three biological replicates obtained in this study have been deposited in the NCBI GEO database. The normalized expression values obtained from three biological replicates based on independently treated plant materials are shown in Additional file 1.

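On the log2 scale, the 3 arrays of CK_embryo gave R2 values of 0.909 to 0.925 with each other over all wheat probe sets, those of ABA_embryo 0.904 to 0.914, and those of ABA_endosperm 0.866 to 0.899. CK_endosperm was the least alike of the groups without an outlying array, at 0.822 to 0.834, and H2O2_endosperm gave 0.838 to 0.855. In H2O2_embryo, replicates 2 and 3 gave 0.911, while replicate 1 gave 0.729 and 0.733 with them. Over the 18 pairs the median was 0.871, and 0 pairs exceeded 0.99. On the linear signal, where the brightest transcripts carry the correlation, the median was 0.992 and 13 of the 18 pairs exceeded 0.99, with 0.733 as the lowest value. These correlations run over probe sets, which are not independent replicates.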

The degree of reproducibility was evaluated based on the square of the Pearson correlation coefficient, represented by the R^2^ value, between each biological replicate, of which all were larger than 0.99, indicating relatively good repeatability. All samples were substantiated by one unsupervised hierarchical clustering-based classification procedure, and the replicates were clustered as neighboring clades (Fig. 1).

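With Euclidean distance and complete linkage on log2 signals centred on each probe set's median, the 3 arrays of CK_endosperm, ABA_embryo, ABA_endosperm and H2O2_endosperm each formed a clade of their own, which makes 4 of the 6 groups. In the embryo, H2O2_embryo replicate 3 joined CK_embryo replicate 1 before any other array, at a distance of 315, and H2O2_embryo replicate 2 joined the clade of these and the remaining CK_embryo arrays. H2O2_embryo replicate 1 stood apart from all 17 other arrays and joined last, at 559.5. Apart from that array, the embryo arrays and the endosperm arrays formed 1 clade each, which met at 441. With average linkage 3 groups formed clades of their own, and with only the probe sets past the filter 5 did. With the floor of 10 the same 4 groups did. The paper's Methods clustered probe sets filtered by presence and SD, which was not repeated here.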

**Fig. 1:**
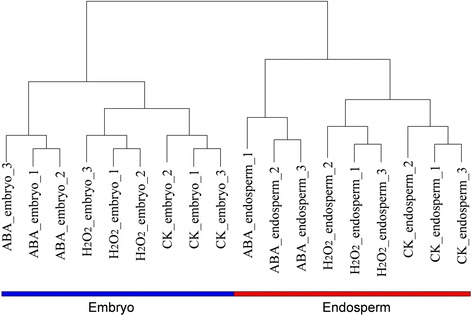
Hierarchical cluster dendrogram of normalized transcript abundances from 18 experiments including three biological replicates based on complete distance linkage. Two tissue fractions (E/A, red; Em, blue) were analyzed under different treatment (ABA, H_2_O_2_ and CK) during wheat germination

The dendrogram showed major differences among all samples between embryo and endosperm during ABA and H_2_O_2_ treatment processes based on variations in transcribed gene sets (Fig. 1). The clustering of embryo and endosperm tissues suggests a smooth transition between different treatments in the same tissue. The two tissues showed distinct expression profiles, and tissue expression variability was greater than in biological treatments, showing clear tissue-specific expression. For example, the difference in gene expression patterns between ABA-embryo and ABA-endosperm was greater than that between ABA-embryo and CK-embryo, similar to the comparison of H_2_O_2_ and CK. 

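On the same log2 signals without the floor, the mean distance between an ABA_embryo and an ABA_endosperm array was 398 (range 380.4 to 421 over 9 pairs). Between an ABA_embryo and a CK_embryo array it was 353 (335 to 370.4), against 323 between the CK_embryo arrays themselves. ABA_endosperm lay 404 from CK_endosperm, about as far as the CK_endosperm arrays lay from each other (399). H2O2_embryo lay 462 from H2O2_endosperm and 384 from CK_embryo (314.9 to 521.1), means that the outlying replicate 1 raises. By complete linkage, H2O2_embryo replicates 2 and 3 each lay within 339.3 of every CK_embryo array. The 384 is therefore no sign that H2O2 moved the embryo further than ABA did. H2O2_endosperm lay 404 from CK_endosperm. Counted by gene, 10552 probe sets differed between embryo and endosperm in CK, 9328 under ABA and 13169 under H2O2 in limma. Without H2O2_embryo replicate 1 they were 15278, 13743 and 14637, so that H2O2 no longer gives the largest. The H2O2 contrast then has fewer arrays than the others, which by itself lowers its count.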

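Between the ABA and the H2O2 groups, 6113 probe sets differed in the embryo and 1995 in the endosperm (limma, 3 arrays per group), and the endosperm count was 5509 without H2O2_embryo replicate 1, an exclusion chosen after seeing the data that removes the spread this array adds to every comparison. In the embryo, the 5 arrays of CK_embryo and H2O2_embryo replicates 2 and 3 formed 1 clade at a distance of 339, and the ABA_embryo clade joined it at 375. In the endosperm the clade that formed first was that of ABA_endosperm and H2O2_endosperm, at 409, and CK_endosperm joined it at 414. With average linkage and after quantile normalization, CK and H2O2 arrays likewise formed a clade in the embryo, leaving that array aside, and none in the endosperm.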

Interestingly, excluding the relatively large expression differences between the two tissues, there was a marked difference between the ABA-treated group and the other two groups (H_2_O_2_-treated group and CK group; these were grouped under the second stratum of hierarchical clustering) in both embryo and endosperm samples. One possible explanation for the considerable changes is that H_2_O_2_ treatment more accurately mimics natural biological processes than ABA treatment.

To increase our understanding of the expression differences between embryo and endosperm under ABA and H_2_O_2_ treatments, we performed a heat map analysis of significant differentially expressed genes (Additional file 2). As shown in Additional file 3, the whole cluster was divided into three groups and marked with three colors (blue, yellow, and red) on the right side. In the blue group, endosperm genes were mostly downregulated, while those in embryo were upregulated. In the yellow group, most genes in both embryo and endosperm were upregulated under H_2_O_2_ treatment. However, in ABA-treated tissues, approximately 20 % of genes in embryo and 60 % in endosperm were upregulated. In the red group the genes in the ABA-treated tissues were downregulated, while those under H_2_O_2_ treatment were upregulated. In our results, we have found several genes which showing that the expression of the H_2_O_2_ samples is not significantly different but expression for these genes in the ABA samples is significantly different, such as BJ293360 (hormone metabolism), BJ296527 (Biodegradation of Xenobiotics), BJ299669 (storage proteins), CA719001 (starch cleavage), BQ169398 (starch cleavage) (Additional file 1 and Additional file 2). It verified the above results again on the other hand that H_2_O_2_ treatment was more accurately mimics natural biological processes than ABA treatment.

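BJ293360, which the paper places in hormone metabolism, had a signal of 24850 ± 616 against 277 ± 37.5 in ABA_embryo against CK_embryo (SD, n = 3 arrays each), a 90.4-fold rise (adjusted p = 7.9e-15 from limma), and of 19500 ± 482 against 494 ± 89.2 in the endosperm, a 39.9-fold rise. BJ296527 (biodegradation of xenobiotics) rose 61.9-fold in the embryo, to 18910 ± 1267, and 4.85-fold in the endosperm, where CK already stood at 7000 ± 578; its other probe set rose 34.6-fold and 3.79-fold. BJ299669 (storage proteins) rose 80.1-fold in the embryo, from 102 ± 19.8 to 8097 ± 622. In the endosperm it stood at 33270 ± 1710 against 32010 ± 1315 with and without ABA, a ratio of 1.04 (adjusted p = 0.914), and the ABA effect differed between the tissues (adjusted p = 2.0e-12 for the interaction). Its other probe set had log2 changes under ABA of 5.68 in the embryo and 0.33 in the endosperm. The starch cleavage genes went down. CA719001 fell from 1409 ± 5.72 to 64.4 ± 11.5 in the embryo under ABA, 0.0452 times the control, and to 0.345 times in the endosperm. BQ169398 fell to 0.172 times in the embryo and to 0.0598 times in the endosperm. Under H2O2, CA719001 fell in the embryo as well, to 162 ± 43.4 or 0.112 times the control (adjusted p = 3.6e-09), and its endosperm ratio was 1.103. The remaining H2O2 ratios did not pass the test: 0.865 and 0.735 for BJ293360 in embryo and endosperm, 1.19 and 1.27 for BJ296527, 0.666 and 0.928 for BJ299669, and 0.620 and 0.773 for BQ169398. Without H2O2_embryo replicate 1, BJ299669 in the embryo (adjusted p = 0.0454), BJ293360 in the endosperm (0.0113) and BJ296527 in the endosperm (0.0170) also passed. ABA and H2O2 samples share the same CK arrays.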

### Differential gene expression in embryo and endosperm in response to ABA and H_2_O_2_ treatments during seed germination

Significance analysis of microarrays (SAM) with a stringent 5 % false discovery rate (FDR) was applied to compare gene expression changes in embryo and endosperm under ABA and H_2_O_2_ treatments. The numbers of differentially expressed genes (DEGs) in embryo and endosperm in response to the treatments are shown in Fig. 2a and b. There are 6106 differentially expressed genes (DEGs) are regulated under the ABA treatment in the upregulated direction and 6521 DEGs in the downregulated direction compared to control groups. While in the H_2_O_2_ treated groups, there are 2064 DEGs in the upregulated direction and 1710 in the downregulated direction compared to control groups. 

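In the embryo under ABA, the transketolase BJ293768 went from 18.8 ± 10.18 to 1368 ± 151 (SD, n = 3 arrays each; 79.3-fold, adjusted p = 1.3e-07), and a further transketolase, BJ299578, rose 51.2-fold. Late embryogenesis abundant (LEA) proteins, which accumulate in maturing seeds and protect cells during drying, rose as well: the dehydrin CD920810 46.1-fold, the group 3 LEA protein CD913614 34.4-fold, CD913616 (PMA1951) 29.6-fold, the membrane protein gene U80037 (PM19) 29.0-fold and X62476, a Rab protein, 28.0-fold. CD921530, a match to oleosin 1 of the oil body surface, rose 28.8-fold, BJ250245 (cell wall modification) 57.9-fold and the mitochondrial alternative oxidase AB078883 26.2-fold. The folds of BJ293768 and BJ250245 are not exact, since their control means lie under 20, near the floor. The expansin B2 matches U91981 and AY543544, which loosen cell walls, fell to 0.0873 and 0.0904 times the control, sucrose-phosphate synthase BT009079 to 0.108, the lipase BJ272793 to 0.115, the peroxidase X85228 to 0.120, the phospholipase D alpha 1 match CA721023 to 0.121 and the one-helix protein CK214493 to 0.131. The cell wall modification genes CA611186 and CK167447, the first a weak and the second a closer match to expansins, fell to 0.131 and 0.140. For U91981, BJ272793, CA721023, CK214493 and CA611186 the treated mean lies under 20, so the size of these falls is not exact. In the endosperm, ABA raised the cell wall modification gene BQ169416 33.2-fold, BJ293768 15.6-fold (from 117 ± 81.2 to 1354 ± 189.8), CD913614 13.3-fold, the A subunit of the vacuolar ATPase CA680179 11.2-fold, the Hessian fly response gene BJ321509 (Hfr-2) 11.2-fold, the dehydrin CK163939 (WZY1-1) 11.05-fold, AY148491 (LEA2) 10.8-fold and BJ250245 10.73-fold. It lowered CD452786, a match to the cell surface protein FLA9, to 0.0911 times the control, expansin AY543531 (EXPA5) to 0.124, AY543544 to 0.147, CK216367 (a match to LHCA1 of photosystem I) to 0.162, the cell wall modification gene BJ263153 to 0.172, the DNA topoisomerase II inhibitor AF475117 to 0.197 and the beta-ketoacyl-CoA synthase CA624609 to 0.201. The sizes for CA680179 (control mean under 20) and for CK216367, BJ263153, AF475117 and CA624609 (treated mean under 20) are likewise not exact. Over the 57992 probe sets tested, 1542 rose and 1788 fell in the embryo under ABA and 1893 rose and 2089 fell in the endosperm (limma). The 17 arrays without H2O2_embryo replicate 1, whose spread enters every comparison, gave 2779 and 4066 in the embryo and 4017 and 4868 in the endosperm, and SAM at its 5% threshold called 624 and 223, and 97 and 10.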

In total, 4007 genes were downregulated while 2783 genes were upregulated in the ABA_embryo group, which showed that the sum total number (6790) of expression changes was similar to the ABA_endosperm (5837) containing 3323 upregulated and 2514 downregulated genes. Interestingly, the number of upregulated and downregulated genes under H_2_O_2_ treatment in embryo contrasted with those in endosperm (Fig. 2a). This sharp contrast suggested that the sensitivity of embryo and endosperm to H_2_O_2_ was different, and the embryo showed a different sensitivity in terms of response to ABA or H_2_O_2_ treatment. 

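In the endosperm, H2O2 raised the vacuolar ATPase subunit CA680179 15.3-fold (218 ± 53.8 against 14.2 ± 3.24, SD, n = 3 arrays each, adjusted p = 2.8e-06), BJ321509 9.01-fold, the pectate lyase BJ253277 8.02-fold, the cellulose synthase CESA1 match BJ303140 6.41-fold, the STN7 kinase match CA703449 4.59-fold and the WD-40 repeat protein CA733369 4.53-fold. The glycolytic enzymes triose phosphate isomerase (CA630171) and hexokinase (BJ246057) rose 3.44-fold and 3.40-fold, and the calcium-dependent protein kinase BJ268280 3.28-fold. Another triose phosphate isomerase, CA639484, is given in Table 2 as lowered by H2O2 in the endosperm, and its direction was the same here. The cyclopropane fatty acid synthase match CA729605 fell to 0.0983 times the control, the acyl CoA reductase BJ242205 to 0.125, the fatty acid elongase KCS2 match BJ229909 to 0.159, BJ274638 (salt tolerant protein) to 0.202, the MADS-box factor BJ228622 (TaAGL13) to 0.213, the cell wall modification gene BU100548 to 0.216 and the histones CB307642 (H2B-8) and BJ274465 (H2A) to 0.217 and 0.244. AY543544 fell to 0.210 times the control, a call that quantile normalization ends (adjusted p = 0.0755). With a control mean under 20 for CA680179 and BJ253277, and a treated mean under 20 for CA729605, BJ229909 and BJ228622, the sizes of these changes rest on the floor and are not exact. In the embryo, H2O2 lowered the lipase BJ272793 to 0.0950 times the control (15.0 ± 12.14 against 164 ± 20.9, a size that is not exact with the treated mean this near the floor), the beta-glucanase Z22873 to 0.265, BQ838005, weakly similar to a rice expansin, to 0.300, the potassium channel AF207745 (AKT1-like) to 0.352, the myosin CA663837 to 0.420, the glycerophosphodiester phosphodiesterase match CD452635 to 0.486, the glycosyl hydrolase BJ274015 to 0.511 and the Myb3 factor AJ615787 to 0.588. Among the called probe sets with a name, the highest embryo fold was that of the rubisco small subunit CK212552, 4.78 with levels of 34220 ± 24960 against 6191 ± 1491, or 3.25 without replicate 1. Also in the embryo, CA631663 (a match to the cell wall enzyme XTH5) rose 2.78-fold, or 1.87-fold without it, BE404653 (cla30) 2.47-fold, the blue copper protein AF031195 1.62-fold, CD921530 1.56-fold and the cellulose synthase-like CK194966 (CSLD2) 1.46-fold. In all, 109 probe sets rose and 199 fell in the embryo, and 1788 rose and 1379 fell in the endosperm. The H2O2 effect differed between the tissues for 2104 probe sets, higher in the embryo for 874 and in the endosperm for 1230 (limma interaction). The counts without H2O2_embryo replicate 1, an exclusion chosen after seeing the data, were 320 and 466 in the embryo, 4193 and 3689 in the endosperm and 2300 and 2653 for the interaction. Other single arrays moved the embryo counts as far, to 867 and 1207 without H2O2_embryo replicate 3 and to 22 and 83 without CK_embryo replicate 1, and the interaction fell to 1322 in all without CK_embryo replicate 3. SAM called 0 probe sets in either tissue under H2O2, where 8229 and 10047 had an unadjusted p under 0.05 in limma. On simulated arrays, SAM as written here recovered 0 of 100 probe sets changed by a log2 fold of 1 and 3 of 100 changed by 2. Only these were changed there, and every group had the same spread, so recovery can differ where more probe sets change. A SAM count of 0, here and in the gene lists below, is thus no evidence that nothing changed. The median of all log2 fold changes in the embryo was 0.12 (-0.02 after quantile normalization).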

A greater number of genes were repressed than induced in embryo and there were more induced genes in endosperm exposed to ABA treatment (Fig. 2a). These results suggested that ABA repressed seed germination mainly by repressing embryo germination, while H_2_O_2_ induced seed germination mainly by activating endosperm genes.

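Of the probe sets called under ABA, 46.3% were higher in the embryo and 47.5% in the endosperm, so in both tissues slightly more fell than rose. Both shares turn when each array is scaled to its 75th percentile, to 52.6% and 54.1%, and the endosperm share turns with quantile normalization, to 52.2%. SAM at its 5% threshold also turned both, with 624 higher and 223 lower in the embryo and 97 and 10 in the endosperm. Fits of 6 arrays kept more falls, with 2982 higher and 4093 lower in the embryo and 2652 and 3070 in the endosperm. Among changes of at least 2-fold, 932 rose and 935 fell in the embryo, and 812 rose and 1034 fell in the endosperm. The ABA effect differed between embryo and endosperm for 1529 probe sets (limma interaction), higher in the embryo for 786 and lower for 743. Without H2O2_embryo replicate 1 it differed for 5100, and the balance turned to 2401 higher and 2699 lower. Of the 1529, 55 rose in the embryo and fell in the endosperm and 61 did the opposite. Of the 42 LEA proteins and dehydrins tested, the ABA effect was higher in the embryo for 16 and higher in the endosperm for 0, whether by a rise or by a smaller fall. Most of these 42 take their names from the study's own list of changed genes, so the split is not independent evidence. The median of all log2 fold changes under ABA was -0.10 in the endosperm and -0.05 in the embryo.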

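Under H2O2, 766 probe sets rose and 662 fell by at least 2-fold in the endosperm, against 43 and 110 in the embryo. The paper starts from its own counts in Fig. 2a, with more repressed genes in the ABA-treated embryo, more induced genes in the ABA-treated endosperm and a contrast between the tissues under H2O2. It proposes that ABA holds back germination mainly through the embryo and that H2O2 promotes it mainly through genes of the endosperm.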

**Fig. 2:**
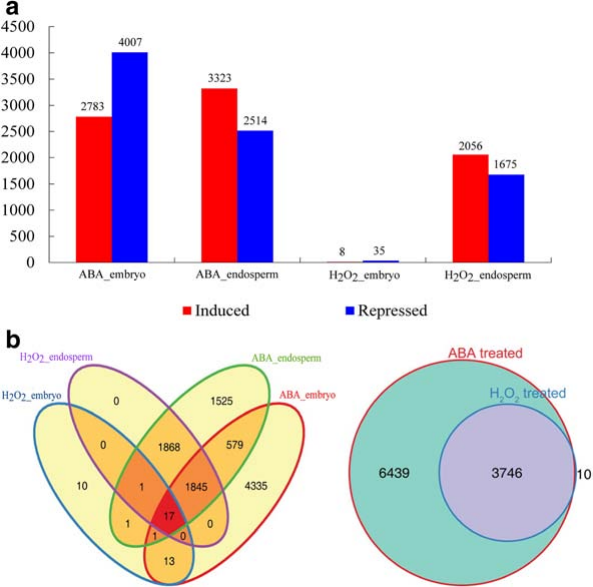
Differential gene expression in embryo and endosperm responsive to ABA and H_2_O_2_ treatments during seed germination. **a** Histogram of differentially expressed genes; **b** Venn diagram analysis of the differentially expressed genes under the ABA, H2O2 treatment compared to the control group. ABA treated means DEGs in the ABA_embryo and ABA_endosperm; H_2_O_2_ treated means H_2_O_2__embryo and H_2_O_2__endosperm. Figure 2B (*left*) is all the DEGs (*upregulated or downregulated*) that identified in four groups: ABA_embryo group, ABA_endosperm group, H_2_O_2__embryo group and H_2_O_2__ endosperm group shared with each other. Figure 2B (*right*) is 10,185 DEGs in the ABA-treated groups and 3756 in the H_2_O_2_-treated groups. 3746 DEGs were shared in ABA-treated groups and H_2_O_2_-treated groups

Figure 2b (left panel) showed all the DEGs (upregulated or downregulated) that identified in four groups: ABA_embryo group, ABA_endosperm group, H_2_O_2__embryo group and H_2_O_2__ endosperm group shared with each other. We identified 10,185 DEGs in the ABA-treated groups and 3756 in the H_2_O_2_-treated groups (Fig. 2b right panel). 

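Under ABA, 762 probe sets rose in both embryo and endosperm, 647 fell in both and 116 moved in opposite directions, 1525 in all (limma, 3 arrays per group). The choline kinase CK194309 rose in both, 3.97-fold and 3.31-fold, and CD452591, a match to the cellulose synthase-like gene CSLC8, fell in both, to 0.631 and 0.441 times the control. Independent lists of these lengths would share 50.3 rises and 64.4 falls. Under H2O2, 22 probe sets rose in both tissues, 18 fell in both and 53 moved in opposite directions, 93 in all, where independent lists would share 3.36 rises and 4.73 falls. The fructan exohydrolase BJ219294, which splits fructose from fructans, fell in both, to 0.536 times the control in the embryo and 0.462 in the endosperm. The histone BJ217006 rose 1.68-fold in the embryo (8430 ± 767 against 5019 ± 368, SD, n = 3 arrays each) and fell to 0.146 times in the endosperm. For each of the 116 and the 53, the interaction between treatment and tissue passed the test as well. Calls of opposite sign in the same fit make this nearly certain, so it adds no support. The shared calls numbered 3655 under ABA and 406 under H2O2 without H2O2_embryo replicate 1.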

There were 2442 DEGs not only in endosperm but also in embryo under ABA treatment, and 18 DEGs were identified in the above two tissues under H_2_O_2_ treatment. In total, 3746 DEGs were expressed in the above two treated tissues, of which 17 genes were differentially expressed in both embryo and endosperm under ABA and H_2_O_2_ treatments (Fig. 2b).

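In all, 26 probe sets were called in all 4 comparisons. CA652678, placed in ethylene synthesis, was lower in each of them, at 0.269 and 0.0920 times the control under ABA in embryo and endosperm and 0.493 and 0.422 times under H2O2. BF293263, a starch cleavage gene, was lower in 3 of them (0.0824 and 0.502 under ABA, 0.284 under H2O2 in the embryo) and 2.19-fold higher in the H2O2-treated endosperm. ABA and H2O2 shared 1419 calls in the endosperm, of which 722 rose and 654 fell under both treatments, and 142 in the embryo, of which 19 rose and 76 fell under both. Called in either tissue were 5787 probe sets under ABA and 3382 under H2O2, and 1854 stood in both of these lists. The treatments of a tissue were compared with the same 3 CK arrays, which by itself makes their changes alike. With no effect of either treatment, simulation gave 17.1 shared calls and a correlation of the log2 changes over probe sets of 0.552 in the endosperm (observed 0.563), and 0.75 shared calls and 0.359 in the embryo (observed 0.250). The covariance was 0.238 simulated and 0.337 observed in the endosperm, and 0.121 and 0.127 in the embryo. Independent lists of the observed lengths would share 58.4 rises and 49.7 falls in the endosperm, and 2.90 and 6.14 in the embryo. Because 3 CK arrays cannot be divided into parts of 2, part of the shared calls may come from the shared controls. All 4 comparisons shared 178 calls without H2O2_embryo replicate 1 and 9 at an adjusted p under 0.01.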

The key DEGs expressed under both ABA and H_2_O_2_ treatments in the embryo and endosperm are listed in Tables 1 and 2, respectively. 

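Histones are the proteins around which DNA is wound. Of the 27 probe sets of the histone genes in Table 1, all 27 fell (also adjusted over the list alone) in the ABA-treated embryo. BJ308450 went from 2059 ± 63.1 to 153 ± 46.3 (SD, n = 3 arrays each; 0.0722 times the control, adjusted p = 1.3e-07), BJ209178 fell to 0.0894 times, BJ320258 to 0.105 and the H2A histone BJ306445 to 0.120. In the ABA-treated endosperm, 1 rose, 0 fell and 26 did not pass (3 higher and 1 lower adjusted over the list alone), the rise being that of a further probe set of BJ308450 (2.09-fold). The ABA effect was higher in the endosperm than in the embryo for 24 of them by the limma interaction. Of the 5 probe sets of protein degradation in that table, 2 rose and 3 fell (also adjusted over the list alone) under ABA. The 3 that fell were those of the proteases. Both rises were probe sets of 1 gene, BJ296643, which the study's list of changed genes names a lipid transfer protein. The cysteine protease AJ612538, an enzyme class that digests stored protein, fell to 0.353 times the control. Of the 4 of hormones and signaling, 1 rose and 3 fell (also adjusted over the list alone): the lipoxygenase BE604829, of jasmonate synthesis, fell to 0.0542 times (0.597 times with the floor and filter of 110, so that the size rests on the floor). Among the histones in the H2O2-treated embryo, 2 rose, 0 fell and 25 did not pass (3 higher and 0 lower adjusted over the list alone), and 11 higher and 0 lower passed without H2O2_embryo replicate 1. In the H2O2-treated endosperm, 24 fell, 0 rose and 3 did not pass (0 higher and 26 lower adjusted over the list alone), with BJ209178 at 0.0682 times the control (treated mean under 20, so the size is not exact). The protein degradation genes gave 0 rises and 3 falls in the H2O2-treated embryo (0 higher and 3 lower without that array), with the cysteine protease BQ169109 at 0.171 times the control. The study chose these genes on the same samples, so their direction is not independent evidence.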

In the embryo, 64 DEGs were associated mainly with DNA synthesis, CHO metabolism, hormone metabolism, and protein degradation. These functional groups belong to cellular processes and metabolic pathways. 

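With 1 probe set taken for each of the 64 genes of Table 1, through the fold changes listed in Additional file 2, 6 rose and 55 fell in the ABA-treated embryo in limma. In the H2O2-treated embryo 2 rose and 18 fell, or 31 passed in all without H2O2_embryo replicate 1. Among all 24 probe sets of its metabolic pathways, 3 rose, 18 fell and 3 did not pass (5 higher and 18 lower adjusted over the list alone) under ABA in the embryo. CA669389, a cold acclimation protein, rose 12.8-fold (1022 ± 64.8 against 85.1 ± 33.8, SD, n = 3 arrays each). In the endosperm under ABA, 4 rose, 6 fell and 14 did not pass (7 higher and 8 lower adjusted over the list alone). Under H2O2, 1 rose, 11 fell and 12 did not pass (4 higher and 14 lower adjusted over the list alone) in the embryo (2 higher and 12 lower without that array) and 7 rose, 2 fell and 15 did not pass (9 higher and 2 lower adjusted over the list alone) in the endosperm, where CK154440 fell to 0.328 times the control. Being the study's own selection from these arrays, the table does not give independent evidence of direction.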

Half (50 %) of the 64 genes were assigned to cellular processes, 34 % to metabolic pathways, and only a few genes to development protein and hormone/signaling (Table 1). 

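Of the 63 probe sets that Table 2 assigns to metabolic pathways, 31 rose, 20 fell and 12 did not pass (35 higher and 21 lower adjusted over the list alone) in the ABA-treated endosperm. In the H2O2-treated endosperm 31 rose, 20 fell and 12 did not pass (36 higher and 21 lower adjusted over the list alone). BQ838076 fell to 0.117 times the control under ABA and to 0.257 times under H2O2, CA676957 rose 4.10-fold under H2O2 (429.5 ± 134 against 109.8 ± 55.7, SD, n = 3 arrays each) and CD892913 fell to 0.130 times under ABA. Of the 23 assigned to development, 8 rose, 13 fell and 2 did not pass (9 higher and 13 lower adjusted over the list alone) under ABA, and 7 rose, 13 fell and 3 did not pass (10 higher and 13 lower adjusted over the list alone) under H2O2. CD453602, of biotic stress, fell to 0.247 times under ABA, and in the embryo to 0.114 times. Among 14 probe sets of hormones and signaling, 6 rose, 6 fell and 2 did not pass (7 higher and 7 lower adjusted over the list alone) under ABA and 7 rose, 4 fell and 3 did not pass (also adjusted over the list alone) under H2O2. CD373926, a 12-oxo-phytodienoate reductase of jasmonate synthesis, rose 8.75-fold under ABA and 12.5-fold under H2O2 (2.84-fold and 4.06-fold with the floor and filter of 110, so that the size rests on the floor), CA695230, of gibberellin metabolism, rose 3.60-fold under ABA, and CA614315, of calcium signalling, fell to 0.0828 times under ABA. Among 22 of cellular processes, 7 rose, 10 fell and 5 did not pass (8 higher and 12 lower adjusted over the list alone) under ABA and 9 rose, 8 fell and 5 did not pass (11 higher and 10 lower adjusted over the list alone) under H2O2. Both BJ251154 and CA699722 belong to protein degradation: the first fell to 0.116 times under ABA, and the second rose 3.47-fold under H2O2. In the embryo under ABA, 9 of metabolic pathways rose and 15 fell, 4 and 6 of development, 2 and 2 of hormones and signaling and 2 and 7 of cellular processes. Under H2O2 these embryo counts were 3 and 1, 0 and 1, 0 and 0, and 0 and 1 by limma. At an unadjusted p under 0.05 they were 8 and 16, 3 and 5, 3 and 5, and 0 and 7, and SAM called 0. Leaving out H2O2_embryo replicate 1 gave 4 and 3, 0 and 1, 0 and 0, and 0 and 2. With 1 probe set for each of the 121 genes, 57 rose and 44 fell in the endosperm under ABA and 61 rose and 39 fell under H2O2. The study chose these genes on the same samples, which is not independent evidence of their direction.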

In the endosperm, 121 DEGs were closely related to the metabolism of storage reserves, transport, biotic and abiotic stresses, hormone metabolism, cell wall metabolism, signaling, and development. These functional classes are mostly involved in metabolic pathways, with about half of the assigned genes. The numbers of other assigned genes related to development proteins, transport, hormone/signaling, and cellular processes were similar (Table 2), all of which are important for seed germination and metabolic pathways. In the two gene lists, almost all of the genes were expressed only in embryo or endosperm, excluding CA602902 (related to stress defense) (Tables 1 and 2), which was expressed in both embryo and endosperm, suggesting that stress defense is important in both tissues during seed germination.

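CA602902 fell in each of the 4 comparisons by its first probe set. In the embryo its signal was 920.3 ± 91.0 in CK (SD, n = 3 arrays), 116 ± 13.3 under ABA (0.126 times the control, adjusted p = 5.1e-09 from limma) and 339 ± 55.4 under H2O2 (0.366 times, adjusted p = 0.00210). In the endosperm it was 1330 ± 134 in CK, 65.1 ± 13.8 under ABA (0.0484 times, adjusted p = 4.9e-11) and 183 ± 36.9 under H2O2 (0.137 times, adjusted p = 1.2e-07). A further probe set of the gene, which can also bind related transcripts, fell to 0.135, 0.0259 and 0.153 times under ABA in embryo and endosperm and under H2O2 in the endosperm, and under H2O2 in the embryo its ratio of 0.553 did not pass the test (adjusted p = 0.420). The 0.0259 became 0.0398 without ABA_endosperm replicate 3 and 0.0872 with the floor and filter of 110, so that this size is not exact. The log2 effects by the first probe set were larger in the endosperm than in the embryo under both treatments (limma interaction, adjusted p = 0.0158 for ABA and 0.0115 for H2O2). The study picked the gene from these samples.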

**Table 1:** Key differentially expressed genes in the embryo under ABA and H_2_O_2_ treatments

Genes	Functional classes		Fold-change	
	BINs	subBINs	ABA vs CK	H_2_O_2_ vs CK
CK212552	Metabolic pathways (assigned genes: 22)	PS.calvincyle. rubisco small subunit	1.6	3.53
AL820663		major CHO metabolism.degradation.starch.starch cleavage	0.083	0.18
CA720455		major CHO metabolism.degradation.starch.starch cleavage	0.21	0.35
BF293263		major CHO metabolism.degradation.starch.starch cleavage	0.3	0.41
CA644563		major CHO metabolism.degradation.starch.starch cleavage	0.14	0.23
CD452594		minor CHO metabolism.raffinose family.raffinosesynthases.putative	0.43	0.65
BQ166746		minor CHO metabolism.others	0.43	0.33
CD373448		minor CHO metabolism.others	2.39	1.54
CA741454		minor CHO metabolism.others	0.42	1.78
CD928919		cell wall.degradation.mannan-xylose-arabinose-fucose	0.34	0.57
BQ838005		cell wall.modification	0.46	0.37
AY491968		N-metabolism.ammonia metabolism.glutamine synthase	0.31	0.47
BJ263780		N-metabolism.ammonia metabolism.glutamine synthase	0.39	0.55
BJ266589		amino acid metabolism.synthesis.aromatic aa.tryptophan.indole-3-glycerol phosphate synthase	0.36	0.58
CK154440		secondary metabolism.phenylpropanoids	0.61	1.66
BJ231180		secondary metabolism.phenylpropanoids.lignin biosynthesis.PAL	0.29	1.53
BJ291883		misc.cytochrome P450	2.39	0
CA670423		misc.misc2	1.75	0.73
BQ169475		misc.gluco-, galacto- and mannosidases	0.46	0.52
BE429383		misc.gluco-, galacto- and mannosidases	0.44	0.64
CK215975		misc.oxidases - copper, flavone etc.	0.41	0.56
CA669389		misc.plastocyanin-like	6.05	1.68
CA602902	Development proteins (assigned genes: 3)	stress.biotic	0.2	0.54
CA602902		stress.biotic	0.22	0.53
BJ224721		development.unspecified	0.38	1.43
CA652678	Hormones and Signaling (assigned genes: 4)	hormone metabolism.ethylene.synthesis-degradation	0.28	0.58
CA484005		hormone metabolism.ethylene.signal transduction	2.6	1.88
CD928643		hormone metabolism.ethylene.signal transduction	0.48	0.65
BE604829		hormonemetabolism.jasmonate.synthesis-degradation.lipoxygenase	0.62	1.45
CD919701	Cellular processes (assigned genes: 32)	RNA.regulation of transcription.putative transcription regulator	19.23	0.12
BJ274465		DNA.synthesis/chromatin structure.histone	0.18	1.65
BJ225202		DNA.synthesis/chromatin structure.histone	0.13	1.67
BJ306445		DNA.synthesis/chromatin structure.histone	0.13	1.59
BJ217006		DNA.synthesis/chromatin structure.histone	0.14	1.65
BJ320258		DNA.synthesis/chromatin structure.histone	0.13	1.77
BJ308545		DNA.synthesis/chromatin structure.histone	0.21	1.69
CA719316		DNA.synthesis/chromatin structure.histone	0.16	1.58
BJ221397		DNA.synthesis/chromatin structure.histone	0.22	1.58
BJ231541		DNA.synthesis/chromatin structure.histone	0.31	1.56
BJ308545		DNA.synthesis/chromatin structure.histone	0.24	1.69
BJ320258		DNA.synthesis/chromatin structure.histone	0.17	1.53
BJ308450		DNA.synthesis/chromatin structure.histone	0.15	1.58
BJ219603		DNA.synthesis/chromatin structure.histone	0.2	1.61
CK209895		DNA.synthesis/chromatin structure.histone	0.19	1.57
BJ209178		DNA.synthesis/chromatin structure.histone	0.27	1.7
CK209895		DNA.synthesis/chromatin structure.histone	0.21	1.57
BJ214272		DNA.synthesis/chromatin structure.histone	0.27	1.57
BJ318011		DNA.synthesis/chromatin structure.histone	0.17	1.7
BJ229643		DNA.synthesis/chromatin structure.histone	0.28	1.61
CK217164		DNA.synthesis/chromatin structure.histone	0.21	2.02
BJ305771		DNA.synthesis/chromatin structure.histone	0.12	1.72
BJ277068		DNA.synthesis/chromatin structure.histone	0.38	1.63
BJ306762		DNA.synthesis/chromatin structure.histone	0.46	1.49
BJ308450		DNA.synthesis/chromatin structure.histone	0.15	1.61
BJ306762		DNA.synthesis/chromatin structure.histone	0.44	1.44
BJ207229		DNA.synthesis/chromatin structure.histone	0.5	1.37
CA712796		protein.postranslational modification	0.39	0.62
BQ169109		protein.degradation.cysteine protease	0.47	0.21
AJ612538		protein.degradation.cysteine protease	0.4	0.27
CK208190		protein.degradation.serine protease	0.5	0.41
BJ296643		protein.degradation.ubiquitin.E2	2.31	0.55
BF200045	Miscellanious (assigned genes: 3)	metal handling. binding.chelation and storage	0.48	0.55
CA729143		metal handling.binding. chelation and storage	0.36	0.36
CA666515		metal handling.binding. chelation and storage	0.34	0.38

**Table 2:** Key differentially expressed genes in the endosperm under ABA and H_2_O_2_ treatments

Genes	Functional classes		Fold-change	
	BINs	subBINs	ABA vs CK	H_2_O_2_ vs CK
CK161429	Metabolic pathways (assigned genes: 57)	PS. lightreaction. ATP synthase	2.59	2.14
BJ247599		major CHO metabolism. degradation. sucrose.invertases. cell wall	0.31	0.41
CD869165		major CHO metabolism. degradation. sucrose.Susy	0.44	0.4
CA639484		glycolysis. TPI	0.19	0.3
CA605311		fermentation. ADH	0.36	0.33
CD868238		fermentation. ADH	0.27	0.3
BQ166030		fermentation. ADH	0.29	0.32
CA681784		fermentation. aldehyde dehydrogenase	2.37	2.16
CD891243		fermentation. aldehyde dehydrogenase	2.67	4.36
CA720946		TCA / org. transformation. TCA.CS	2.21	2.44
CK198230		cell wall. precursor synthesis. phosphomannomutase	0.5	0.49
BJ234908		cell wall. precursor synthesis. MUR4	2.02	2.23
CD452786		cell wall. cell wall proteins. AGPs	0.26	0.49
CA611920		cell wall. modification	0.42	0.36
CA638337		cell wall. modification	0.45	0.45
CA644687		cell wall. modification	0.43	0.47
BJ222865		lipid metabolism. Phospholipid synthesis. choline-phosphate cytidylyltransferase	2.23	2.2
CA720390		lipid metabolism. Phospholipid synthesis. cyclopropane-fatty-acyl-phospholipid synthase	3.08	0.51
CA610745		lipid metabolism. “exotics” (steroids, squaleneetc). sphingolipids	1.88	2.57
BJ297605		N-metabolism. ammonia metabolism. glutamine synthase	2.04	1.57
BE443630		amino acid metabolism. synthesis.central amino acid metabolism. GABA. GABA transaminase	4.8	2.61
BQ280449		amino acid metabolism. Synthesis.central amino acid metabolism. GABA. GABA transaminase	3.75	2.02
BE585584		amino acid metabolism. synthesis.central amino acid metabolism. GABA. GABA transaminase	4.09	2.28
CD892913		amino acid metabolism.synthesis.central amino acid metabolism.GABA.Glutamate decarboxylase	0.2	0.48
BT009245		amino acid metabolism.synthesis.aspartate family.asparagine	3.61	2.26
BJ243273		amino acid metabolism.degradation.aromatic aa.tyrosine	2.56	2.7
CD935642		amino acid metabolism.degradation.aspartate family.methionine.methionine gamma-lyase	4.19	2.82
CD492002		secondary metabolism.wax	0.23	0.34
CA599972		secondary metabolism.isoprenoids.mevalonate pathway.HMG-CoA synthase	2.08	2.37
CA599972		secondary metabolism.isoprenoids.mevalonate pathway.HMG-CoA synthase	2.85	2.87
BJ285801		secondary metabolism.phenylpropanoids.lignin biosynthesis.PAL	1.94	2.1
CA640772		secondary metabolism.phenylpropanoids.lignin biosynthesis.CAD	2.21	2.04
CK193717		secondary metabolism.phenylpropanoids.lignin biosynthesis.HCT	2.55	2.14
CA676957		secondary metabolism.N misc.alkaloid-like	1.82	2.51
BJ288127		secondary metabolism.flavonoids.dihydroflavonols.dihydrokaempferol 4-reductase	2.58	2.07
CA653342		C1-metabolism.dihydroneopterinaldolase	0.44	0.53
CA641602		tetrapyrrole synthesis.ferrochelatase	2.63	3.77
BJ244873		nucleotide metabolism.phosphotransfer and pyrophosphatases.misc	2.05	4.31
BJ320066		misc.UDP glucosyl and glucoronyltransferases	2.07	2.65
BJ250503		misc.UDP glucosyl and glucoronyltransferases	1.98	2.05
BJ292155		misc.gluco-, galacto- and mannosidases	2.35	2.61
BJ292155		misc.gluco-, galacto- and mannosidases	2.49	2.73
BJ208962		misc.oxidases - copper, flavone etc.	0.34	0.45
CA733231		misc.glutathione S transferases	2.4	2.24
AY064480		misc.glutathione S transferases	0.37	0.44
CA733223		misc.cytochrome P450	2.15	3.13
CK169303		misc.cytochrome P450	2.19	2.61
AF031195		misc.plastocyanin-like	2.36	2.15
BJ283868		misc.protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	0.35	0.49
BQ162656		misc.protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	0.35	0.43
BQ838076		misc.protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	0.15	0.26
BQ170864		misc.protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	3.01	0.48
BQ838076		misc.protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	0.13	0.24
CD453971		misc.acid and other phosphatases	1.97	2
CA662320		misc.short chain dehydrogenase/reductase (SDR)	2.65	2.43
BJ280289		misc.short chain dehydrogenase/reductase (SDR)	2.04	2.44
CA719923		misc.GDSL-motif lipase	0.46	2.98
CA608846	Development proteins (assigned genes: 18)	stress.biotic	1.94	2.43
AF112966		stress.biotic	2.36	1.88
CA721939		stress.biotic	3.56	2.99
CA602902		stress.biotic	0.11	0.15
CD453602		stress.biotic	0.2	0.43
CA602902		stress.biotic	0.097	0.15
CA611464		stress.abiotic.heat	2.11	2.18
CD373694		stress.abiotic.drought/salt	0.3	0.26
CA696591		stress.biotic.PR-proteins	2.21	2.75
CK216297		stress.abiotic.unspecified	0.42	0.25
CK216158		stress.abiotic.unspecified	1.63	2.45
CK199583		development.late embryogenesis abundant	0.47	0.26
CA604393		development.unspecified	1.8	2.35
CA639698		development.unspecified	1.84	2.54
BJ267646		development.unspecified	4.1	2.05
BJ284862		development.unspecified	0.48	0.4
BQ161132		development.unspecified	2.54	3.05
BJ274121		development.unspecified	0.41	0.38
CA728921	Transporting (assigned genes: 11)	transporter.sugars	2.84	1.92
BJ286275		transport.amino acids	0.38	0.39
CA663166		transport.potassium	2.13	2.54
CN012655		transport.metabolite transporters at the mitochondrial membrane	2.54	2.64
CA647258		transport.metabolite transporters at the mitochondrial membrane	1.93	2.02
CA647258		transport.metabolite transporters at the mitochondrial membrane	2.63	2.49
CN012655		transport.metabolite transporters at the mitochondrial membrane	2.38	3.1
CA641308		transport.ABC transporters and multidrug resistance systems	2.96	2.17
CA640534		transport.ABC transporters and multidrug resistance systems	2.77	2.62
CA719491		transport.misc	2.07	3.27
BJ267436		transport.misc	2.21	2.34
CA695230	Hormones and Signaling (assigned genes: 13)	hormone metabolism.gibberelin.synthesis-degradation	3.32	3.47
BT008949		hormone metabolism.auxin.signal transduction	0.38	0.47
CD452527		hormone metabolism.ethylene.induced-regulated-responsive-activated	0.28	0.45
CD866886		hormone metabolism.ethylene.induced-regulated-responsive-activated	0.44	0.26
CA669976		hormone metabolism.jasmonate.synthesis-degradation.12-Oxo-PDA-reductase	2.09	2.2
CD373926		hormone metabolism.jasmonate.synthesis-degradation.12-Oxo-PDA-reductase	1.87	3.19
CD492184		signalling.receptor kinases.leucine rich repeat III	0.56	0.53
CA614315		signalling.calcium	0.09	0.23
CA614315		signalling.calcium	0.075	0.24
BJ268280		signalling.calcium	2.38	3.8
CA608459		redox.thioredoxin	1.66	2.25
CA607898		redox.ascorbate and glutathione.glutathione	2.3	2.93
BE426829		redox.ascorbate and glutathione.glutathione	0.36	1.99
CA619551	Cellular processes (assigned genes: 20)	RNA.transcription	0.35	0.4
CA741924		RNA.regulation of transcription.bHLH,Basic Helix-Loop-Helix family	0.2	0.45
CD453519		RNA.regulation of transcription.WRKY domain transcription factor family	1.64	1.98
CA611439		RNA.RNA binding	1.78	1.79
D37943		DNA.synthesis/chromatin structure.histone	0.48	0.39
D38090		DNA.synthesis/chromatin structure.histone	0.38	0.35
D38087		DNA.synthesis/chromatin structure.histone	0.37	0.41
CA674072		protein.synthesis.ribosomal protein.prokaryotic.chloroplast.30S subunit.S11	0.62	0.57
CA697403		protein.synthesis.ribosomal protein.prokaryotic.chloroplast.30S subunit.S19	0.43	0.55
CA716133		protein.postranslational modification	1.93	2.2
CA655039		protein.postranslational modification	3.09	2.81
BJ227360		protein.postranslational modification	0.41	0.47
BJ240977		protein.postranslational modification	2.7	2.27
BJ274189		protein.postranslational modification	0.25	0.44
BQ161936		protein.postranslational modification	0.39	0.44
CA606579		protein.degradation	1.88	2.14
BJ251154		protein.degradation	0.32	2.71
CA699722		protein.degradation	1.68	4.28
CA642033		protein.degradation.ubiquitin.E3.SCF.cullin	2.14	2.34
BQ246681		cell. organisation	2.68	2.74
BQ806459	Miscellanious (assigned genes: 2)	Biodegradation of Xenobiotics.lactoylglutathionelyase	5.29	2.3
BQ806459		Biodegradation of Xenobiotics.lactoylglutathionelyase	5.61	2.3

Embryo and endosperm transcript levels, determined based on Z-score transformation, are shown in scatter plots (Fig. 3). This transformation was used to compare the expression levels between two tissues. 

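With a probe set counted as detected at a signal of at least 50 on 2 or more of the 3 arrays of a group, 30686 were detected in both tissues of CK, 3288 in the embryo alone and 5402 in the endosperm alone. Under ABA 29794 were detected in both tissues, 3393 in the embryo alone and 3452 in the endosperm alone. Under H2O2 the counts were 31099, 4465 and 4674, and without H2O2_embryo replicate 1, where 71.4% of all probe sets reached 50 against 53.6% to 61.6% on the other arrays, 28694, 2115 and 7079. With that array left out, both remaining H2O2_embryo arrays had to reach 50, a stricter rule that by itself lowers detection in the embryo. These are counts above a threshold, with no test between treatments, and the detection calls of MAS5 were not used here.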

With ABA treatment, a greater number of genes were expressed in both embryo and endosperm compared to under CK and H_2_O_2_ treatments. 

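Over all wheat probe sets, the Z-scores of the log10 signals gave an R2 between the mean embryo and the mean endosperm profile of 0.874 under ABA and 0.852 in CK. Array by array, R2 was 0.765 ± 0.018 (SD, n = 3 pairs of same-numbered arrays) under ABA and 0.734 ± 0.012 in CK. The difference was 0.0312 (exact permutation test, two-sided p = 0.2, where 0.1 is the smallest p that 3 against 3 allow).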

ABA treatment increased the similarity of the gene expression patterns between the two tissues: R^2^ = 0.868 in the ABA treatment compared to 0.843 in the CK. 

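Under H2O2 the same measure was 0.816 over the group means, and 0.677 ± 0.075 (SD, n = 3) array by array, with 0.590 for the pair that holds H2O2_embryo replicate 1 and 0.712 and 0.727 for the others. Against ABA the difference was -0.089 and against CK -0.0578 (exact permutation tests, two-sided p = 0.1 and 0.2). With replicate 1 left out of both tissues, the value over the group means was 0.804 under H2O2, 0.816 in CK and 0.852 under ABA.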

The H_2_O_2_-regulated group showed decreased global expression similarity compared to ABA treatment.

**Fig. 3:**
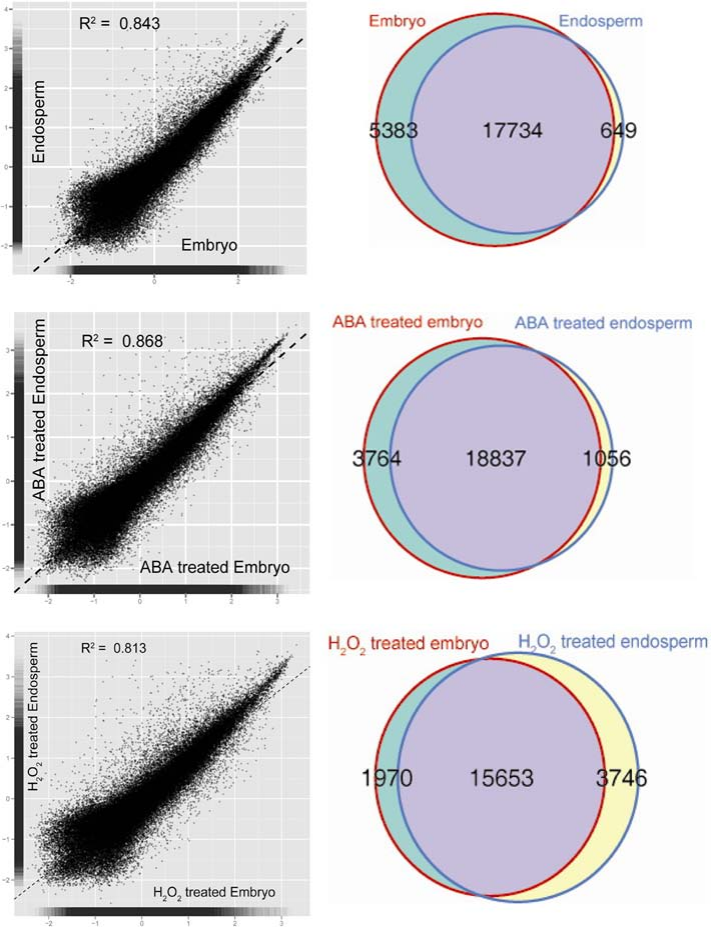
Comparison of the embryo and endosperm transcriptome of the control and treatment group. (*Left list*) Plot of Z-score transformed embryo versus endosperm expression data shows similar expression of most genes in both tissues. (*Right list*) The number of detected expressed genes in embryo, endosperm, or both tissues

### MapMan analysis

To further investigate the transcriptome changes of embryo and endosperm in response to ABA and H_2_O_2_ treatments during seed germination, we compared the transcriptome data using MapMan software, which is a user-driven tool for mapping transcriptome data, define functional categories, and identify significantly overrepresented functional groups.

During seed maturation, reserve materials such as starch, sucrose, lipids, and storage proteins are gradually accumulated. Metabolic activities within the seed are significantly downregulated during dormancy and then reactivated during germination. Many hormones—including ABA, GA, H_2_O_2_, BR, ethylene, auxin (IAA), and jasmonate (JA)—are involved in seed germination. As shown in Fig. 4, the gene expression profiles during seed germination under ABA and H_2_O_2_ treatments, respectively, were determined. H_2_O_2_ treatment resulted in the upregulation of genes involved in seed germination in both embryo and endosperm. In contrast, a greater number of genes were expressed under ABA treatment and showed downregulated expression pattern. This indicated that H_2_O_2_ could promote seed germination, while ABA represses seed germination. According to our results, H_2_O_2_ treatment affected the expression of only a small number of genes in the embryo (Fig. 2a), but these genes caused marked effects and changes (Fig. 4). These effects and changes were mainly in glycolysis, sucrose degradation, cell wall, lipid metabolism, and photosynthesis (Fig. 4a and b). Lipids are found in the embryo, and genes associated with FA synthesis and beta-oxidation were largely upregulated in H_2_O_2_-treated embryos. Indeed, genes involved in photosynthesis, such as light reactions and photorespiration, were strongly upregulated. 

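In the H2O2-treated embryo, 95 of the 163 probe sets of fatty acid synthesis and elongation had a ratio above 1 (58.2% of all 57992 probe sets did), but 0 of the 163 passed in limma (also adjusted over the list alone). Before adjustment, 12 were higher and 10 lower at p under 0.05 in limma, while SAM at 5% called 0. Leaving out H2O2_embryo replicate 1, 1 higher and 1 lower passed. Of 137 probe sets of lipid degradation, 3 fell, 0 rose and 134 did not pass (also adjusted over the list alone). SAM at its 5% threshold called 0 of them, and limma's unadjusted p was under 0.05 for 8 that were higher and 12 that were lower, and without that array 0 higher and 4 lower passed. Those that fell were 2 probe sets of the lipase BJ272793, the dimmer of which is given among the embryo genes under H2O2 and the brighter at 0.621 times the control, and the glycerophosphodiester phosphodiesterase CD452635. In the H2O2-treated endosperm, 9 rose, 6 fell and 148 did not pass (also adjusted over the list alone) for fatty acid synthesis. LACS6 (BJ238421), which activates fatty acids for beta-oxidation, rose 2.33-fold (303 ± 115 against 124 ± 9.81, SD, n = 3 arrays each), and the acyl-CoA binding protein match BJ209413 rose 1.93-fold. For lipid degradation, 6 rose, 2 fell and 129 did not pass (also adjusted over the list alone), with the lipase CA651259 up 2.27-fold and BQ803770, a match to SHV3, down to 0.535 times. These categories come from the first 1418 rows of Additional file 1, which are in order of functional category and end within lipid degradation; 60285 further rows were not used here. Counts are given and no enrichment was tested.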

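Of 213 probe sets of the photosynthetic light reactions, 124 had a ratio above 1 in the H2O2-treated embryo, where 58.2% of all 57992 probe sets did, and 1 fell, 0 rose and 212 did not pass (1 higher and 2 lower adjusted over the list alone). At an unadjusted p under 0.05 in limma 20 were higher and 13 lower, and SAM at its 5% threshold called 0. The probe set that fell was X57163, a match to the mitochondrial NADH dehydrogenase subunit NAD4, at 0.637 times the control (780.2 ± 126 against 1220 ± 156, SD, n = 3 arrays each). Of 23 probe sets of photorespiration, 16 had a ratio above 1, but 0 of the 23 passed in limma (also adjusted over the list alone). Before adjustment, 6 were higher and 0 lower at p under 0.05 in limma, while SAM at 5% called 0. With H2O2_embryo replicate 1 left out, 0 higher and 2 lower passed among the light reactions and 0 higher and 0 lower for photorespiration. The array left out there is the one on which dim probe sets read high.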

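The glutathione transferase CA733231, which joins glutathione to reactive compounds, rose 1.87-fold in the H2O2-treated embryo (8023 ± 549.5 against 4300 ± 544, SD, n = 3 arrays each; adjusted p = 0.0140 from limma) and 2.50-fold in the endosperm. Of 18 probe sets named for glutathione, ascorbate or the removal of peroxides, 1 rose, 0 fell and 17 did not pass (2 higher and 1 lower adjusted over the list alone) in the embryo under H2O2. SAM at its 5% threshold called 0 of them, and limma's unadjusted p was under 0.05 for 5 that were higher and 3 that were lower. In the endosperm, 9 rose, 1 fell and 8 did not pass (10 higher and 1 lower adjusted over the list alone). A further glutathione transferase, CA608586, rose 1.98-fold there and 2.08-fold under ABA. AY064480 (Cla47 protein) fell to 0.472 times in the embryo and 0.318 times in the endosperm under ABA. The H2O2 effect was higher in the embryo for 1 of the 18 and higher in the endosperm for 3 by the limma interaction. Under ABA, 2 rose, 1 fell and 15 did not pass (also adjusted over the list alone) in the embryo and 9 rose, 1 fell and 8 did not pass (10 higher and 1 lower adjusted over the list alone) in the endosperm, led by the 1-Cys peroxiredoxin AY304482, which reduces peroxides in dormant seeds: it rose 26.1-fold and 13.2-fold. In the H2O2-treated embryo, 2 higher and 0 lower passed without H2O2_embryo replicate 1. Of the 18, 8 take their names from the study's list of changed genes, so for these the count is not independent evidence.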

Another interesting result is that genes related to ascorbate and glutathione were upregulated in H_2_O_2_-treated embryo compared to the endosperm. This suggested that embryo is more sensitive to oxidative stress than endosperm.

**Fig. 4:**
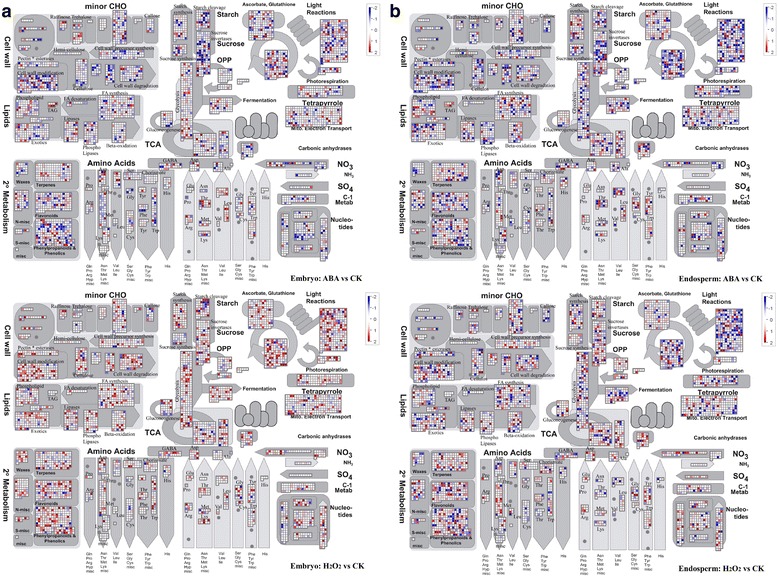
MapMan metabolism overview maps showing differences in transcript levels between ABA/H_2_O_2_ treatment and CK during seed germination. **a** ABA vs CK and H_2_O_2_ vs CK in the embryo. **b** ABA vs CK and H_2_O_2_ vs CK in the endosperm. Log2 ratios for average transcript abundance were based on three replicates of AffymetrixGeneChip ^*®*^ Wheat Genome Array. The resulting file was loaded into the MapMan Image Annotator module to generate the metabolism overview map. On the logarithmic color scale, blue represents downregulated transcripts, and red represents upregulated transcripts

The accumulated reserve materials of wheat seeds are stored mainly in the seed endosperm. During seed germination, they begin to metabolize along with imbibition. Sucrose, one type of deposit, is a micromolecule substance that is easily mobilized. Our results showed that the inhibition of ABA and the ability of H_2_O_2_ to promote sucrose mobilization were most distinct in embryo and endosperm (Fig. 4). The majority of genes related to sucrose mobilization were downregulated under ABA treatment, while several were upregulated under H_2_O_2_ treatment. 

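Under ABA, sucrose:fructan 6-fructosyltransferase (AB029887), which builds fructans from sucrose, fell to 0.145 times the control in the embryo (339 ± 51.5 against 2330 ± 151, SD, n = 3 arrays each; adjusted p = 3.3e-09 from limma) and to 0.232 times in the endosperm. Of the sucrose-phosphate synthases, enzymes of sucrose synthesis, CD910522 (SPS2) rose 3.24-fold in the embryo and 2.90-fold in the endosperm, and CD454434 (SPS5) 3.91-fold in the endosperm. Of the 14 probe sets named for sucrose or fructan metabolism, 2 rose, 5 fell and 7 did not pass (2 higher and 6 lower adjusted over the list alone) in the embryo and 2 rose, 5 fell and 7 did not pass (3 higher and 6 lower adjusted over the list alone) in the endosperm. Under H2O2, 1 fell, 0 rose and 13 did not pass (0 higher and 2 lower adjusted over the list alone) in the embryo. At an unadjusted p under 0.05 in limma 0 were higher and 5 lower, and SAM at its 5% threshold called 0, and without H2O2_embryo replicate 1 0 higher and 2 lower passed. In the endosperm, 4 rose, 4 fell and 6 did not pass (4 higher and 5 lower adjusted over the list alone): an alkaline invertase, CA658075, rose 2.93-fold and CA716620 (SPS9) 2.24-fold, while sucrose synthase CD869165, which splits sucrose, fell to 0.383 times. For 10 of the 14 the name comes from the study's own list of changed genes, which is not independent evidence of their direction.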

In the process of sucrose degradation, sucrose synthase (SUSY) is the most important enzyme, and the related key gene to SUSY is CA623473 (Additional file 1). Other enzymes, such as hexokinase and fructokinase, also play a role. Besides energy provision, sucrose acts as transmembrane transporter in the cell membrane.

The main reserve deposit of wheat seeds is in the form of starch, which is mainly present in endosperm. Different treatments result in distinct changes in starch cleavage and synthesis in endosperm. Two important enzymes, amylase for wheat starch cleavage and UDP-glucose pyrophosphorylase (UGPase) for starch synthesis, are required during metabolic processes. The majority of genes related to starch cleavage were downregulated, while those for starch synthesis were upregulated under ABA treatment. However, H_2_O_2_ treatment resulted in the opposite changes (Fig. 4). 

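Of the 4 probe sets that Table 1 places under starch cleavage, all 4 fell (also adjusted over the list alone) in the ABA-treated embryo and all 4 fell (also adjusted over the list alone) in the ABA-treated endosperm. AL820663 went from 2440 ± 50.3 to 259 ± 20.3 in the embryo (SD, n = 3 arrays each; 0.106 times the control, adjusted p = 1.6e-11 from limma), CA720455 to 0.153 times and CA644563 to 0.188 times. In the endosperm the same 3 stood at 0.409, 0.506 and 0.412 times the control, and the ABA effect was lower in the embryo than in the endosperm for 3 of the 4 by the interaction test. In the H2O2-treated embryo all 4 fell (also adjusted over the list alone), as they did without H2O2_embryo replicate 1, with AL820663 at 0.251, CA720455 at 0.284 and CA644563 at 0.398 times the control. In the endosperm 2 rose, 0 fell and 2 did not pass (also adjusted over the list alone), CA720455 by 1.67-fold. All 4 were brighter in the endosperm than in the embryo of CK. The study chose these 4 genes on the same samples, which is not independent evidence. No probe set is named as an amylase or for starch synthesis in the tables used here, so those lists hold 0 probe sets and were not analysed.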

Glycolysis and the TCA cycle are very important metabolic pathways during seed germination. Based on our results, the expression levels of genes related to both glycolysis and the TCA cycle in endosperm were higher than those in embryo, indicating that the primary pathways occurred in endosperm to provide energy for wheat seed germination.

During seed germination, rapid water absorption leads to seed expansion and penetration of the embryonic axis. According to our gene expression data, genes related to major constituents of the cell wall (cellulose, pectin, hemi-cellulose, and expansins) were activated during imbibition. This suggests that the cell wall was undergoing continuous modification and synthesis; however, it was also experiencing continuous degradation. Several important enzymes related to degradation such as cellulases and pectatelyases are activated early during seed germination. Hence, genes associated with cell wall synthesis and degradation were activated during the process of imbibition. We speculated that the majority of the fractured cell wall might be degraded into small molecules to provide raw materials for cell wall synthesis during seed germination. However, our gene expression data showed that most cell wall-related genes were upregulated under H_2_O_2_ treatment and downregulated under ABA treatment. Furthermore, these related genes were more activated in H_2_O_2_-treated embryos than other treatments (Fig. 4).

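Over the 457 probe sets of the 7 cell wall categories, 13 rose and 61 fell under ABA in the embryo and 18 rose and 50 fell in the endosperm (limma), while SAM at 5% called 6 higher and 5 lower in the embryo and 1 higher and 0 lower in the endosperm. Without H2O2_embryo replicate 1 the limma counts were 24 and 102 in the embryo and 34 and 84 in the endosperm. Of 129 probe sets of cell wall modification, 7 rose, 26 fell and 96 did not pass (10 higher and 29 lower adjusted over the list alone) in the embryo. In the endosperm 4 rose, 19 fell and 106 did not pass (4 higher and 20 lower adjusted over the list alone). Among 11 probe sets named as expansins or xyloglucan endotransglycosylases, which loosen and rebuild the wall, 4 fell, 0 rose and 7 did not pass (0 higher and 6 lower adjusted over the list alone) in the embryo. In the endosperm 8 fell, 0 rose and 3 did not pass (also adjusted over the list alone). Of 54 of cellulose synthesis, 9 fell, 0 rose and 45 did not pass (0 higher and 10 lower adjusted over the list alone) in the embryo, and 9 fell, 0 rose and 45 did not pass (1 higher and 12 lower adjusted over the list alone) in the endosperm. The CESA7 match BJ250123 fell to 0.444 times the control in the embryo (59.4 ± 14.0 against 132 ± 22.1, SD, n = 3 arrays each) and the CSLC12 match CK208409 to 0.324 times in the endosperm. Of 77 of precursor synthesis, 2 rose, 11 fell and 64 did not pass (2 higher and 17 lower adjusted over the list alone) in the embryo, and 7 rose, 12 fell and 58 did not pass (8 higher and 16 lower adjusted over the list alone) in the endosperm. CK208132, CK198171 and CA651423, matches to the GDP-mannose pyrophosphorylase VTC1, fell to 0.322, 0.373 and 0.375 times in the embryo. Of 113 of degradation, 4 rose, 10 fell and 99 did not pass (5 higher and 14 lower adjusted over the list alone) in the embryo, and 5 rose, 6 fell and 102 did not pass (5 higher and 7 lower adjusted over the list alone) in the endosperm. The pectate lyase CD454482 rose 5.33-fold and the glycosyl hydrolase CD454334 fell to 0.193 times in the embryo, and the mannan endohydrolase CA727947 rose 5.48-fold in the endosperm, a size that is not exact with a control mean under 20. Of 37 cell wall proteins, 2 fell, 0 rose and 35 did not pass (also adjusted over the list alone) in the embryo and 3 fell, 0 rose and 34 did not pass (also adjusted over the list alone) in the endosperm. Of 36 pectin esterases, 3 fell, 0 rose and 33 did not pass (also adjusted over the list alone) in the embryo and 1 rose, 1 fell and 34 did not pass (also adjusted over the list alone) in the endosperm. For hemicellulose synthesis, 0 of the 11 passed in limma (also adjusted over the list alone) in the embryo. Before adjustment, 1 were higher and 2 lower at p under 0.05 in limma, while SAM at 5% called 0. In the endosperm 1 rose, 0 fell and 10 did not pass (1 higher and 1 lower adjusted over the list alone), the rise being that of CA688207, a match to MUR3, at 2.14-fold. In the H2O2-treated endosperm, 10 rose, 6 fell and 61 did not pass (16 higher and 8 lower adjusted over the list alone) in precursor synthesis. UDP-glucose 6-dehydrogenases CA720181 and CA620898 rose 2.59-fold and 2.54-fold. In modification 3 rose, 13 fell and 113 did not pass (6 higher and 13 lower adjusted over the list alone). Among the expansins and xyloglucan endotransglycosylases 3 fell, 0 rose and 8 did not pass (1 higher and 4 lower adjusted over the list alone). In cellulose synthesis 1 rose, 6 fell and 47 did not pass (also adjusted over the list alone), and in degradation 2 rose, 3 fell and 108 did not pass (2 higher and 2 lower adjusted over the list alone). For cell wall proteins 2 fell, 0 rose and 35 did not pass (also adjusted over the list alone), for pectin esterases 1 rose, 1 fell and 34 did not pass (1 higher and 2 lower adjusted over the list alone), and for hemicellulose synthesis 0 of the 11 passed in limma (also adjusted over the list alone). SAM at its 5% threshold called 0 of them, and limma's unadjusted p was under 0.05 for 1 that were higher and 0 that were lower.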

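In the H2O2-treated embryo, 88 of the 129 cell wall modification probe sets and 44 of the 77 of precursor synthesis had a ratio above 1, as did 58.2% of all 57992 probe sets, while few passed the limma test. For modification, 1 rose, 1 fell and 127 did not pass (2 higher and 2 lower adjusted over the list alone). For precursor synthesis, 0 of the 77 passed in limma (also adjusted over the list alone). For cellulose synthesis, 1 rose, 0 fell and 53 did not pass (5 higher and 0 lower adjusted over the list alone). For degradation, 1 fell, 0 rose and 112 did not pass (also adjusted over the list alone). Among expansins and xyloglucan endotransglycosylases, 1 rose, 0 fell and 10 did not pass (2 higher and 0 lower adjusted over the list alone). For cell wall proteins 0 of the 37 passed in limma (2 higher and 0 lower adjusted over the list alone), for pectin esterases 0 of the 36 passed in limma (also adjusted over the list alone) and for hemicellulose synthesis 0 of the 11 passed in limma (also adjusted over the list alone). Before adjustment, at p under 0.05 in limma, 15 of modification were higher and 6 lower, 11 and 8 of precursor synthesis, 9 and 2 of cellulose synthesis, 13 and 3 of degradation, 6 and 1 of cell wall proteins, 3 and 0 of pectin esterases and 0 and 0 of hemicellulose synthesis. SAM at 5% called 0 in each of these lists. For cell wall modification, the H2O2 effect was higher in the embryo than in the endosperm for 10 probe sets and higher in the endosperm for 2 (limma interaction). On the 17 arrays that leave out H2O2_embryo replicate 1, 1 higher and 3 lower passed in modification, 0 higher and 0 lower in precursor synthesis, 2 higher and 0 lower in cellulose synthesis and 0 higher and 1 lower in degradation.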

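In the embryo, genes of the Calvin cycle, which fixes CO2, moved both ways under ABA: of 63 probe sets, 2 rose, 6 fell and 55 did not pass (also adjusted over the list alone). The rises were the transketolases BJ293768 and BJ299578, enzymes that the Calvin cycle shares with the pentose phosphate pathway, and the falls included the rubisco small subunits CA658565 and BE216923, at 0.329 and 0.384 times the control (203 ± 21.1 against 616 ± 47.8 for the first, SD, n = 3 arrays each). For the light reactions, 2 rose, 4 fell and 207 did not pass (1 higher and 3 lower adjusted over the list alone). The ferredoxin-related gene CK169904 fell to 0.395 times and PSBC of photosystem II (CA674993) to 0.700 times, while CK161429, a vacuolar proton pump subunit placed in this category, rose 1.58-fold. For photorespiration, 3 fell, 0 rose and 20 did not pass (0 higher and 4 lower adjusted over the list alone), and for the large subunit of rubisco, 1 fell, 0 rose and 50 did not pass (also adjusted over the list alone). Serine hydroxymethyltransferase BJ262788 (SHM4) fell to 0.690 times. Under H2O2 in the embryo, 1 rose, 0 fell and 62 did not pass (also adjusted over the list alone) in the Calvin cycle, the rise being that of the rubisco small subunit CK212552. At an unadjusted p under 0.05 in limma 7 were higher and 1 lower, and SAM at its 5% threshold called 0. For the large subunit, 0 of the 51 passed in limma (also adjusted over the list alone). Before adjustment, 3 were higher and 2 lower at p under 0.05 in limma, while SAM at 5% called 0. With H2O2_embryo replicate 1 left out, 1 higher and 0 lower passed in the Calvin cycle and 0 higher and 1 lower for the large subunit.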

As shown in Fig. 4a, genes related to photosynthetic processes, such as the light reactions and the Calvin cycle, became activated in the embryo. However, in the endosperm, the photosynthesis-related genes remained inactivated (Fig. 4b). This suggested that photosynthesis genes were activated first in the embryo, and that their expression was promoted by H_2_O_2_.

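In the endosperm, most of the 51 probe sets placed under the plastid-encoded large subunit of rubisco did not pass. Under ABA 6 fell, 0 rose and 45 did not pass (also adjusted over the list alone). Under H2O2 5 fell, 0 rose and 46 did not pass (0 higher and 6 lower adjusted over the list alone). These few calls do not show that the large subunit transcript as a whole fell. CA680671 fell to 0.182 times the control under ABA (12.9 ± 11.8 against 77.5 ± 20.7, SD, n = 3 arrays each), CA655664 to 0.191 times, and CA645616 to 0.106 times under H2O2. The treated means of these 3, and of CA484629 below, lie under 20, so the sizes are not exact. Among light reactions, 3 rose, 12 fell and 198 did not pass (also adjusted over the list alone) under ABA and 3 rose, 9 fell and 201 did not pass (4 higher and 9 lower adjusted over the list alone) under H2O2: CA484629, a light-harvesting protein of photosystem II, fell to 0.278 and 0.242 times, the oxygen-evolving protein PsbO (BJ319092) to 0.416 times under H2O2, and the STN7 match CA703449 rose 3.85-fold under ABA. In the Calvin cycle, 4 rose, 5 fell and 54 did not pass (6 higher and 6 lower adjusted over the list alone) under ABA and 4 rose, 1 fell and 58 did not pass (also adjusted over the list alone) under H2O2. The rubisco gene BJ266715 fell to 0.316 times under ABA, the fructose-bisphosphate aldolase match BJ265323 to 0.312 times under H2O2, and triose phosphate isomerase CA622382, which glycolysis also uses, rose 1.73-fold. Photorespiration gave 0 rises and 0 falls under ABA (0 higher and 0 lower adjusted over the list alone; 1 and 4 at an unadjusted p under 0.05 in limma and 0 by SAM) and 1 and 0 under H2O2 (1 higher and 0 lower adjusted over the list alone), the rise being SHM1 (BJ241323), 1.47-fold. Among the light reactions, the ABA effect was higher in the embryo for 5 probe sets and in the endosperm for 0, and the H2O2 effect for 6 and 1 (limma interaction).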

### Verification of gene expression patterns using qRT-PCR

Quantitative real-time polymerase chain reaction (qRT-PCR) with specific primers was used to confirm the expression of nine representative genes (Additional file 4). These genes are involved in starch synthesis, fermentation, RNA regulation of transcription, cell wall modification and precursor synthesis, abiotic stress, transport, and hormone metabolism, and play pivotal roles in seed germination. Optimization experiments showed higher amplification efficiency and specificity of nine targeted genes (Additional file 5). 

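On the arrays, CK198230, a phosphomannomutase that prepares mannose for cell wall precursors, fell in the endosperm by 1 of its 2 probe sets under ABA and by both under H2O2. The probe set ending in A1_at went from 387 ± 64.8 in CK (SD, n = 3 arrays) to 158 ± 51.1 under ABA (0.397 times the control, adjusted p = 0.0198 from limma, and 0.0584 after quantile normalization, which ends the call) and to 172 ± 34.1 under H2O2 (0.443 times, with an adjusted p just under the threshold, and 0.0829 after quantile normalization, which ends this call too). The second, ending in A1_s_at, did not pass under ABA (ratio 0.971, adjusted p = 0.921) and fell to 0.706 times under H2O2. In the embryo the A1_at ratio under ABA was 0.474, which did not pass the test (adjusted p = 0.0799). AY543540, an expansin, has 2 probe sets with dim signals, and neither was called in any of the 4 comparisons. The adjusted p values in embryo and endosperm were 0.883 and 0.990 under ABA and 0.384 and 0.803 under H2O2 for that ending in S1_at, and 0.882, 0.557, 0.989 and 0.729 in the same order for that ending in S1_x_at. CD491559, CA498269 and Y09916.1 were matched to no probe set by accession and were not analysed here.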

As shown in Fig. 5, the expression patterns of five genes (CD491559, CA498269, AY543540.1, Y09916.1, and CK198230) were consistent with those determined by transcriptome microarray analysis. 

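AY485121, whose closest named match is the expansin EXPA1, gave ratios to CK of 1.22 and 1.03 under ABA in embryo and endosperm and 1.46 and 1.07 under H2O2 on the arrays. Its signal was 3760 ± 2369 against 2293 ± 59.5 in H2O2_embryo against CK_embryo (SD, n = 3 arrays each), and the adjusted p values from limma were 0.822, 0.958, 0.336 and 0.904 in that order, so none passed. BJ249131, BQ170546 and CA645154 were matched to no probe set and were not analysed here.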

The expression patterns of the other four genes (BJ249131, AY485121.1, BQ170546, and CA645154) generally followed the transcriptional expression models.

**Fig. 5:**
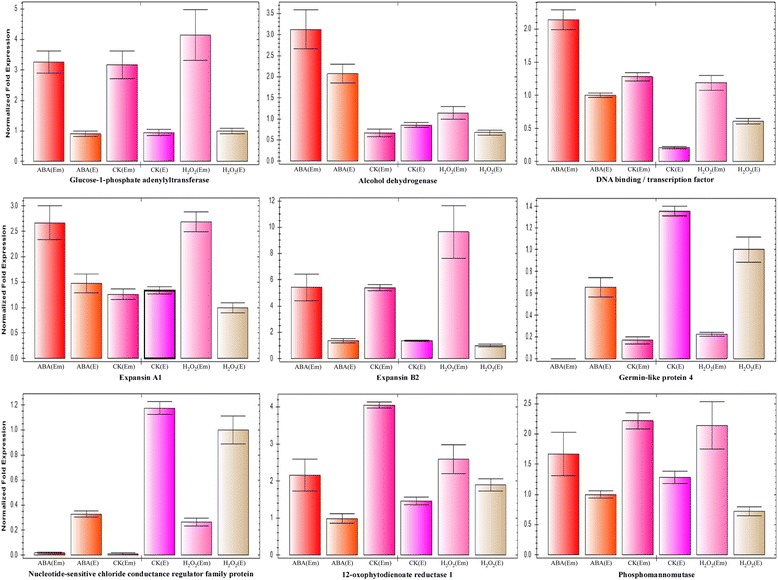
Verification of 9 key gene expression patterns by qRT-PCR. The horizontal axis is the different treatment in the different tissues (6 groups) during seed germination, and the vertical axis is the expression of each group after normalized fold

## Discussion

### Tissue differential expression and significant functional classes in wheat embryo and endosperm in response to ABA and H_2_O_2_ treatments

Our results showed that embryo and endosperm exhibit different responses when exposed to ABA and H_2_O_2_ treatments. Treatment with a low concentration of H_2_O_2_ facilitates seed germination, while low concentrations of ABA repress seed germination. Thus, there is tissue differential expression during seed germination in response to ABA and H_2_O_2_ treatments, similar to in germinating *Arabidopsis* seeds [43]. Heat map analysis of differential genes showed that genes are expressed differentially not only in number, but also in classification, between embryo and endosperm (Additional file 3). During seed germination, the key functional class in embryo is cellular processes, while that in endosperm is metabolic pathways. These results suggest that genes in embryo and endosperm show tissue-differential expression.

According to our results, lipid degradation is repressed by ABA in the embryo, but not obvious in endosperm tissues. 

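In the ABA-treated embryo, phospholipase D alpha 1 (CA721023), which cuts the head group from phospholipids, fell from 102 ± 21.8 to 11.05 ± 6.04 (SD, n = 3 arrays each; adjusted p = 0.00475 from limma), and AJ459251, an oxidoreductase, fell to 0.439 times the control, while the lipase-related BE420352 rose 3.68-fold. Of the 137 lipid degradation probe sets, 6 rose, 6 fell and 125 did not pass (6 higher and 10 lower adjusted over the list alone). In the endosperm, 8 rose, 5 fell and 124 did not pass (10 higher and 9 lower adjusted over the list alone): the lipase BQ171622 rose 4.54-fold, CA733369 2.96-fold and BE420352 1.98-fold. By the limma interaction, the ABA effect was higher in the embryo for 4 probe sets of the list and higher in the endosperm for 3. The category is held only in part. For fatty acid synthesis and elongation, 4 rose, 15 fell and 144 did not pass (5 higher and 15 lower adjusted over the list alone) in the ABA-treated embryo and 5 rose, 8 fell and 150 did not pass (7 higher and 8 lower adjusted over the list alone) in the endosperm. CK196203, a long-chain fatty acid CoA ligase, rose 2.58-fold and 3.36-fold, and KCS2 (BJ229909), of very long chain fatty acids, fell to 0.203 times in the embryo, where its treated mean under 20 leaves the size inexact.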

In endosperm, ABA inhibited mainly storage reserve metabolism (Fig. 4b). Apparently, a tissue-specific response to ABA sensitivity exists between embryo and endosperm. This differential sensitivity of lipid mobilization to ABA in the embryo and endosperm was confirmed in *Arabidopsis* and tobacco seeds [12, 44], suggestive of wide conservation and functional differentiation of embryo and endosperm among seed plants.

In this study, we detected several significant functional classes in embryo and endosperm during seed germination based on analysis of differentially expressed genes. We hypothesize that the cellular processes are more important than other functional classes in embryo during seed germination, as suggested by the assigned gene numbers, similar to the metabolic pathways in endosperm. 

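Of the 11 probe sets of the transport genes of Table 2, 7 rose, 1 fell and 3 did not pass (9 higher and 1 lower adjusted over the list alone) in the ABA-treated endosperm and 9 rose, 1 fell and 1 did not pass (also adjusted over the list alone) in the H2O2-treated endosperm. CN012655, a transporter of the mitochondrial membrane, went from 81.8 ± 19.6 to 338 ± 74.6 under ABA (SD, n = 3 arrays each; 4.15-fold, adjusted p = 0.0190 from limma) and rose 3.93-fold under H2O2. The ABC transporter CA640534 rose 2.79-fold under ABA and 2.57-fold under H2O2, and the sugar transporter CA728921 2.60-fold under ABA, while BJ286275 fell to 0.377 times. In the embryo, 3 rose, 1 fell and 7 did not pass (5 higher and 1 lower adjusted over the list alone) under ABA, CA640534 by 1.52-fold, and 0 of the 11 passed in limma (also adjusted over the list alone) under H2O2. SAM at its 5% threshold called 0 of them, and limma's unadjusted p was under 0.05 for 2 that were higher and 2 that were lower, and without H2O2_embryo replicate 1 0 higher and 0 lower passed. The H2O2 effect was higher in the endosperm for 6 of the 11 and in the embryo for 0 (limma interaction). The study chose these genes on the endosperm arrays used here, so the direction there is not independent evidence.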

Transport, a functional class important to metabolism, was present only in endosperm based on the classification of differentially expressed genes (Table 2). This suggested that endosperm, the main tissue for energy supply, could provide the energy for seed germination through various metabolic pathways. Small molecules generated during the germination process were transported to the embryo and other locations to support germination processes, such as DNA synthesis, bud germination, and development. Another difference between embryo and endosperm is that the cell wall-related genes in embryo were involved in degradation and modification, while those in endosperm were involved in synthesis and modification. This may be because penetration of the embryonic axis occurs in embryo during seed germination, and nutrients are required. According to our results, only CA602902 was expressed in embryo and endosperm (Tables 1 and 2). The CA602902 gene was involved in biotic stress responses, and similar genes (prp4, At3g19690, Os07g0129200) have been found in maize [45], *Arabidopsis* [46], and rice [47].

The endosperm in mature cereal seeds of comparatively large sizes is important to understanding the regulation of seed germination. In wheat, endosperm accounts for about 90 % of the whole seed and plays a vital role in seed germination. According to this study, an important role of endosperm in wheat seeds during imbibition is to provide energy for seed germination and the post-germination period. In the seeds, hydrolytic enzymes are secreted from the aleurone layer into the free endosperm to mobilize starch, protein, and lipid reserves. Carbon in the form of sucrose from endospermic reserves is transported to the embryo to fuel post-germinative growth [48]. Similar results have been reported in other angiosperm seeds, such as *Arabidopsis* [43] and barley [49]. Our results demonstrated that ABA repressed seed germination by inhibiting the activity of hydrolytic enzymes such as amylase, hexokinase, PPFK, and PK during reserve mobilization. A previous study also showed that an ABA-induced protein kinase could mediate ABA suppression of amylase expression [50].

Our results demonstrated that activation of cell wall genes was associated with seed expansion and penetration of the embryonic axis during seed imbibition. ABA repressed the expression of genes related to the cell wall, while H_2_O_2_ induced the expression of these genes in both embryo and endosperm. Endosperm is considered a barrier to radicle protrusion in many angiosperm seeds. Furthermore, endosperm weakening can mediate control of radicle protrusion during *Brassicaceae* seed germination [10]. The other functions of endosperm were to control germination by secreting cell wall-loosening enzymes such as β-1, 4-glucanase, polygalacturonase, and expansins to degrade cell walls of the endosperm and seed coat, thus removing mechanical barriers to radicle emergence [12, 43]. According to our transcriptome data, β-1,4-glucanase and polygalacturonase are two important cell wall-degradative enzymes, named cellulase and pectinase, respectively (Additional file 1). Expansins facilitate cell wall extensions, possibly by disrupting hydrogen bonding between hemicellulosic wall components and cellulose microfibrils [51]. Activation of the genes related to these three types of enzymes results in cell wall degradation, modification, and synthesis. Thus, we hypothesize that ABA/H_2_O_2_ repressed/induced seed germination by inhibiting/facilitating gene expression of these enzymes.

In tobacco, the micropylar endosperm region could function as a water reservoir for the embryo [44]. Wheat, similar to tobacco, contains comparatively large endosperms in mature seeds. It is likely that wheat endosperm plays a unique role in preserving water.

### Signaling function and regulation of H_2_O_2_

Our results showed that exogenous application of H_2_O_2_ could promote seed germination, as has been reported previously [11]. H_2_O_2_ has two important roles: serving as a signal in response to environmental stimuli and regulating hormonal metabolism, with effects on accelerating seed germination [11, 52].

Our recent work showed that when placed in water, wheat seeds activate a series of mechanisms that respond to biotic and abiotic stresses during germination due to changes in the external environment [5]. Mitogen-activated protein kinase (MAPK) is believed to play a key role in these biotic and abiotic responses. MAPKs receive hormonal and other signals, and mediate transcription factors through the MAPK cascade reaction. These transcription factors then regulate defensive genes encoding stress-related proteins that function in the responses to external biotic and abiotic stresses [5]. The regulation of defensive genes can protect germinating seeds against damage from biotic and abiotic stresses. Similar results have been reported in *Arabidopsis* [53], rice [54], and tobacco [55]. H_2_O_2_ serves as a second messenger in cellular signal transduction pathways, and can lead to the activation of MAPKs [24, 56, 57]. Therefore, we propose that H_2_O_2_ promotes seed germination by regulating the activation of MAPKs. AtMPK6, an *Arabidopsis* MAPK, is involved in signal transduction pathways responding to these biotic and abiotic stresses for reactive oxygen species (ROS) [58, 59]. In the present study, we identified a gene (AY173962.1) that is similar to At2g43790, which encodes AtMPK6; the encoded protein may have the same function as AtMPK6.

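AY173962 is measured by 2 probe sets, neither of which was called in any of the 4 comparisons. The first, ending in S1_at, gave ratios to CK of 0.718 and 0.805 under ABA in embryo and endosperm and 0.981 and 0.966 under H2O2. The second, ending in S2_s_at, gave 0.838, 0.655, 0.774 and 0.812, with a signal of 5891 ± 544 against 8976 ± 264 in ABA_endosperm against CK_endosperm (SD, n = 3 arrays each; adjusted p = 0.0972 from limma). Without H2O2_embryo replicate 1, the second passed under ABA in embryo and endosperm and under H2O2 in the endosperm (adjusted p = 0.0250, 1.8e-06 and 0.00710), and the first under ABA in the embryo (0.0361).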

Two major plant hormones, ABA and GA, play an important role in controlling wheat seed germination. Both ABA and GA are under the regulation of H_2_O_2_ in seed dormancy and germination [11]. H_2_O_2_ upregulates ABA catabolism, resulting in a decreased ABA content, and promotes GA biosynthesis during imbibition, while ABA plays an important role in enhancing seed dormancy and delaying germination. Hence, the decreased ABA content could benefit seed germination, which indirectly shows that H_2_O_2_ promotes seed germination. Exogenous H_2_O_2_ can increase ABA catabolism by enhancing the expression of CYP707A genes in *Arabidopsis* [11]. CYP707A1 encoded by At4g19230, a member of the CYP707A gene family, may play an important role in determining ABA levels. 

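BJ291883 rose under ABA in both tissues: from 255 ± 18.8 to 669.8 ± 76.6 in the embryo (SD, n = 3 arrays each; 2.62-fold, adjusted p = 0.0334 from limma) and from 295 ± 15.4 to 901 ± 85.0 in the endosperm (3.05-fold, adjusted p = 0.0113). In the H2O2-treated embryo its signal was 434 ± 417, a ratio of 1.26 that did not pass the test, or 0.7499 without H2O2_embryo replicate 1, so that 1 array sets its direction. In the H2O2-treated endosperm the ratio was 1.497 (adjusted p = 0.488, or 0.0123 without that array).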

In our study, we identified an important gene, BJ291883 (Table 1), which may have the same function. GA has an antagonistic role with ABA in seed germination. For example, our results showed that ABA suppressed the expression of amylase, while GA induces transcription of amylase in cereal seeds [50, 60, 61]. GA was found to promote seed germination in many species, such as *Arabidopsis* [62, 63] and maize [64].

### Reactive oxygen species (ROS) in seed germination

As byproducts of aerobic metabolism, reactive oxygen species (ROS) such as H_2_O_2_, O_2_^−^, hydroxyl radicals, and superoxide radicals are produced during seed germination. The accumulation of ROS not only leads to cell injury and disturbances in seed germination but also functions as a signaling molecule and is involved in a wide range of responses to various stimuli [65]. The balance between ROS production and scavenging regulates their accumulation, and antioxidative mechanisms are important for the scavenging of ROS. Levels of antioxidant compounds, such as ascorbate and glutathione, increase during wheat and *Pinuspinea* seed germination [66, 67]. 

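In the endosperm, CA607898, a glutathione synthetase, which makes the antioxidant glutathione, went from 243 ± 41.1 in CK to 622 ± 119 under H2O2 (SD, n = 3 arrays each; 2.56-fold, adjusted p = 1.4e-04 from limma). BE426829 stood at 394 ± 27.6 in CK and 660.5 ± 61.9 under H2O2, a ratio of 1.68 that did not pass the test (adjusted p = 0.544). In the embryo the H2O2 ratio of CA607898 was 0.751, and its H2O2 effect differed between the tissues (adjusted p = 5.3e-04 for the limma interaction).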

Similar results were found in our study: two differentially expressed genes (CA607898 and BE426829) related to ascorbate and glutathione were detected in endosperm (Table 2). The expression levels of CA607898 and BE426829 increased by about two to three-fold under H_2_O_2_ treatment, indicating that detoxifying enzymes and antioxidant compounds were strongly expressed, possibly due to increased H_2_O_2_ toxicity. 

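Under ABA, CA607898 rose 1.88-fold in the endosperm, to 452 ± 28.8 (SD, n = 3 arrays; adjusted p = 0.00413 from limma), and BE426829 had a signal of 165 ± 39.2, a ratio of 0.411 that did not pass the test (adjusted p = 0.194). In the embryo under ABA, BE426829 fell to 0.226 times the control (adjusted p = 0.0175), and the ratio of CA607898 was 0.872; its ABA effect was higher in the endosperm (adjusted p = 0.0274 for the limma interaction).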

ABA-treated endosperm showed upregulation of CA607898 and downregulation of BE426829, possibly because of the different results of ABA signal transduction affected by H_2_O_2_.

## Conclusions

In this study, we performed a global transcriptome profiling analysis using the Affymetrix GeneChip® Wheat Genome Array to characterize gene expression changes in embryo and endosperm in response to ABA and H_2_O_2_ treatments during wheat seed germination. Microarray analysis enabled detection of a large number of genes in germinating seeds related to ABA and H_2_O_2_ responses. The dendrogram analysis was suggestive of major differences between embryo and endosperm under ABA and H_2_O_2_ treatment during seed germination. The differential expression analysis between CK-treated and ABA/H_2_O_2_-treated tissues identified a number of differentially expressed genes in the two tissues under different treatments. The differentially expressed genes in embryo under ABA and H_2_O_2_ treatments were closely related to DNA synthesis, CHO metabolism, hormone metabolism, and protein degradation, while those in endosperm under ABA and H_2_O_2_ treatments were related mainly to the metabolism of storage reserves, transport, biotic and abiotic stresses, hormone metabolism, cell wall metabolism, signaling, and development. Scatter plot analysis showed that regulation patterns in the ABA-treated group were similar between the two tissues, while the H_2_O_2_-treated group showed greater expression differences. MapMan analysis provided a global view of the changes in several important metabolic processes (e.g., energy reserve mobilization, cell wall metabolism, and photosynthesis) and functional groups (e.g., cellular processes, hormones and signaling and transport) in embryo and endosperm following exposure to ABA and H_2_O_2_ treatment during germination. qRT-PCR analysis was used to validate the expression patterns of nine genes. Our results provide novel insights into the mechanisms of transcriptional regulation in embryo and endosperm in response to ABA and H_2_O_2_ treatments during seed germination.

## Methods

### Plant material and treatments

Arrays were performed on isolated embryo and endosperm tissues from Zhengmai 9023, an elite Chinese bread wheat cultivar (*Triticum aestivum* L.) with high yield performance and superior quality [68]. Seeds were germinated on wet filter paper in Petri dishes with three biological replicates, and incubated at 25 °C in a growth chamber in the dark. Tissues were harvested from seeds under 100 μmol H_2_O_2_ and 100 mg/L ABA treatment, respectively until radicles just break through the sporniodem. Embryo and endosperm samples were collected by manual dissection as described, and stored in RNAlater solution prior to RNA extraction (Qiagen). Three biological replicates for two tissues under ABA and H_2_O_2_ treatments were used for microarray hybridization.

### RNA isolation and microarray hybridization

Total RNA was extracted from materials using the Trizol® Plus RNA Purification Kit (Invitrogen, Carlsbad, CA) with an on-column DNase treatment. Purified total RNA samples were quantified with Agilent 2100Bioanalyzer (Agilent Technologies, Palo Alto, CA), and satisfactory purity was indicated by A260:280 ratios about 2.0 in 10 mM Tris–HCl (pH 7.5). Integrity of total RNA samples was assessed by denaturing formaldehyde gel electrophoresis, where the presence of sharp 28S and 18S ribosomal RNA bands at an intensity ratio of ~2:1 (28S:18S) indicated good integrity. After that, high quality RNAs can be used to the subsequent high-throughput experiments. Total RNAs were incubated with OligodT/T7 primers and reverse-transcribed into double-stranded cDNA. The amplified RNAs were purified and labeled by biotin with Affymetrix’s IVT labelingkit. The biotinylated cDNAs were fragmented and hybridized to the Affymetrix GeneChip^*®*^ Wheat Genome Array (Affymetrix, Inc., Santa Clara, CA) for 16 h. The wheat genome array includes 61,127 probe sets representing 55,052 transcripts for all 21 wheat chromosomes in the genome. 59,356 probes sets represent modern hexaploid (A, B and D genomes) bread wheat (*T. aestivum*) and are derived from the public content of the *T. aestivum* UniGene Build #38. 1215 probe sets are derived from ESTs of a diploid near relative of the A genome (*T. monococcum*), a further 539 represent ESTs of the tetraploid (A and B genomes) macaroni wheat species *T. turgidum*, and five are from ESTs of a diploid near relative of the D genome known as *Aegilops tauschii*. After washing and staining, the results were scanned and recorded.

### Data treatments and significant differential gene analysis

The microarray imaging data were analyzed with Microarray suite version 5.0 (Affymetrix Inc.), followed by Spotfire (Spotfire, Somerville, MA). Three biological replicates per treatment were hybridized independently to the Affymetrix ATH1 array, washed, stained, and scanned following the procedures described in the Affymetrix technical manual. The expression levels of genes were measured by detection calls and signal intensities using the Micro Array Suite 5.0 software with a target signal of 100. Sixty four Affymetrix controls and 5623 wheat genes that are detected as absent in all 18 chips were removed from the 22,810 probe sets. All microarray data from three biological replicates obtained in this study have been deposited in the NCBI GEO database, which are accessible through GEO Series accession number GSE64030 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64030). All pairwise differentially expressed genes were identified using SAM software using the data of all the remaining 17,123 wheat probe sets. A false discovery rate parameter of 1 % was used for the SAM analysis. Following SAM analyses, genes that were called absent more than twice among three replicas in both control and treatment arrays were regarded as not expressed in both conditions and then removed from the above list. Z-score transformation was performed as described [69]. This transformation normalizes the data according to the distance of each log10 value from the mean log10 value, expressed in terms of number of standard deviations.

For the MapMan analysis, input files were created by calculating the natural log ratio of the mean detection of the three control samples to the mean detection in the treatment samples. Genes called absent in two out of the three replicates were regarded as not expressed under that particular experimental condition. Final analyses were performed with MapMan version 1.6.1, including automatic application of the Wilcoxon rank sum test [70]. Comparison with public domain Affymetrix ATH1 data sets was achieved by downloading entire data sets from NascArrays and from Nakabayashi et al. [36]. Probe sets were identified that exhibited two fold or greater changes in expression in response to H_2_O_2_ and ABA treatments.

We did the hierarchical clustering to analyze the gene expression profile based on methods described by Eisen et al. [71]. A software named cluster3 was used to do the clustering analysis. The parameters are following: % present is set to > =80, sd is 2, all ratio values are log transformed (base 2 for simplicity), we also selected the median and normalize, then the Euclidean distance similarity metric was used to define the similarity and the hierarchical clusters were assembled using the complete linkage clustering method, the k-means was default.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Representative differentially expressed genes were verified by qRT-PCR. After RNA isolation, first-strand cDNA was synthesized in a 20-μl volume containing 0.5 μl AMV reverse transcriptase (Promega), 0.5 μl RNase inhibitor (Promega), 1 μl oligodT primer, 2 μl dNTP mixture, 4 μl MgCl2 (25 mM), 2 μl 10 × reverse transcriptase buffer and 4 μl RNA sample. The reaction mixture was incubated at 42 °C for 60 min.

Double standard curve method was used to detect the gene expression levels. ADP-ribosylation factor was used as the internal control, which was identified as one of the most stably expressed genes [72]. Gene-specific primers were designed using Primer 5.0, and their specificities were checked by the melting curves of the RT-PCR products. Each qRT-PCR reaction was performed in 20-μl volumes containing 10 μl 2 × SYBR Premix Ex Taq (TaKaRa), 2 μl 50-fold diluted cDNA, 0.4 μl of each gene-specific primer, and 7.2 μl ddH_2_O. PCR conditions were as follows: 95 °C for 3 min, 45 cycles of 15 s at 95 °C, 57 °C for 15 s and 72 °C for 20 s. Three replicates were used for each sample. Reactions were conducted in a CFX96 Real-Time PCR Detection System (Bio-Rad). All data were analyzed with CFX Manager Software (Bio-Rad).

### Availability of supporting data

The datasets supporting the results of this article are included within the article and its Additional files. All microarray data from three biological replicates obtained in this study have been deposited in the NCBI GEO database, which are accessible through GEO Series accession number GSE64030 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64030).

### Ethics approval and consent to participate

Not applicable.

### Consent for publication

Not applicable.

## Additional files

Additional file 1: Table S1. Complete list of normalized expression values obtained from three biological replicates based on independently treated plant materials. Each horizontal row represents an individual probe set; information of every probe set are represented in vertical columns, including the corresponding functional group of every probe set and their normalized expression values (ABA/H_2_O_2_ vs CK in different tissues). (xlsx 5.77 MB) Additional file 2: Table S2. The list of significant differentially expressed genes under ABA and H_2_O_2_ treatment respectively in the different tissues (embryo and endosperm). ABA vs CK_embryo: ABA_embryo compared to CK_embryo; H_2_O_2_ vs CK_embryo: H_2_O_2__embryo compared to CK_ embryo; ABA vs CK_endosperm: ABA_endosperm vs CK_endosperm; H_2_O_2_ vs CK_endosperm: H_2_O_2_ _endosperm compared to CK_endosperm. (xls 728 KB) Additional file 3: Figure S1. Hierarchical clustering of genes. Heat map of hierarchical clustering for significant differentially expressed genes: horizontal rows represent individual genes and vertical rows represent different treatment. Red and green indicate transcript level above and below the median for that gene across all samples, respectively. Distinct clusters of significant differentially expressed genes can be seen for ABA, H_2_0_2_ treatment compared to control. (tif 3.49 MB) Additional file 4: Table S3. Primer sequences used for qRT-PCR analysis. (xlsx 10.8 KB) Additional file 5: Figure S2. The standard curves and melt peaks of the targeted genes. (pdf 1.20 MB)

## Abbreviations

ABA: Abscisic acid
BR: Brassinosteroids
CK: Contrast check
DEGs: Differentially expressed genes
FDR: False discovery rate
GA: Gibberelin
H_2_O_2_: Hydrogen peroxide
IAA: Auxin
JA: Jasmonate
MAPK: Mitogen-activated protein kinases
PK: Pyruvate kinase
PPFK: Phosphofructokinase
qRT-PCR: Quantitative real-time polymerase chain reaction
ROS: Reactive oxygen species
SAM: Significance analysis of microarrays
SUSY: Sucrose synthase
UGPase: UDP-glucose pyrophosphorylase

# Supplementary material for: Comparative transcriptome analysis of wheat embryo and endosperm responses to ABA and H2O2 stresses during seed germination
**Source:** BMC Genomics. 2016 Feb 4;17:97. doi: 10.1186/s12864-016-2416-9
**Supplement:** Additional file 5: Figure S2. — The standard curves and melt peaks of the targeted genes.

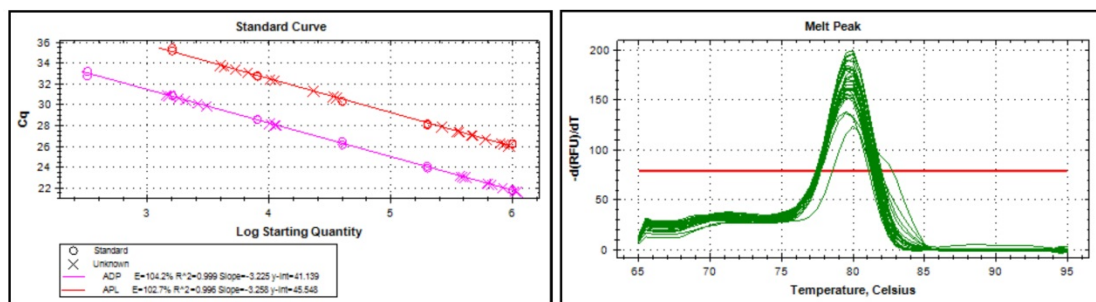

Glucose-1-phosphate adenylyltransferase

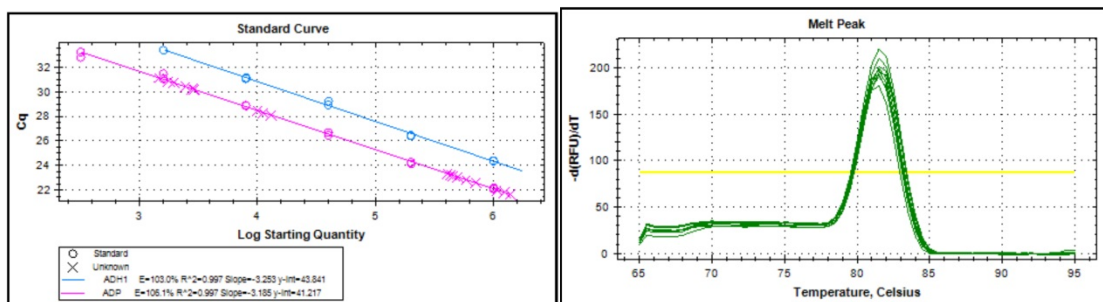

Alcohol dehydrogenase

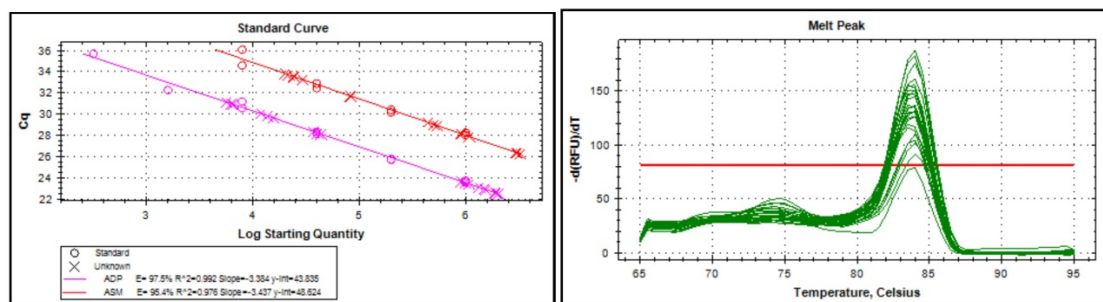

DNA binding / transcription factor

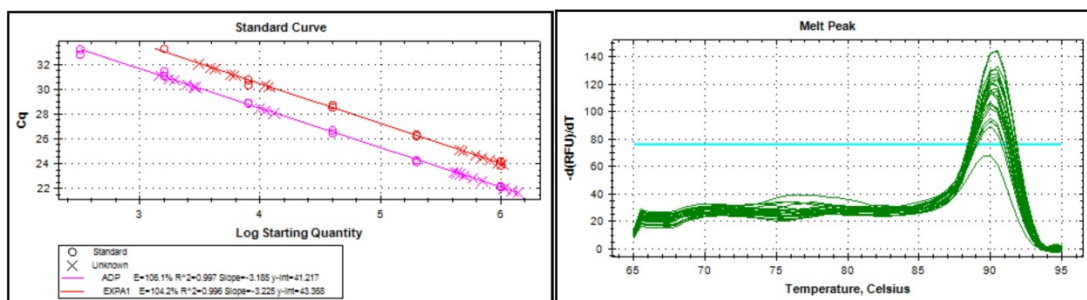

Expansin A1

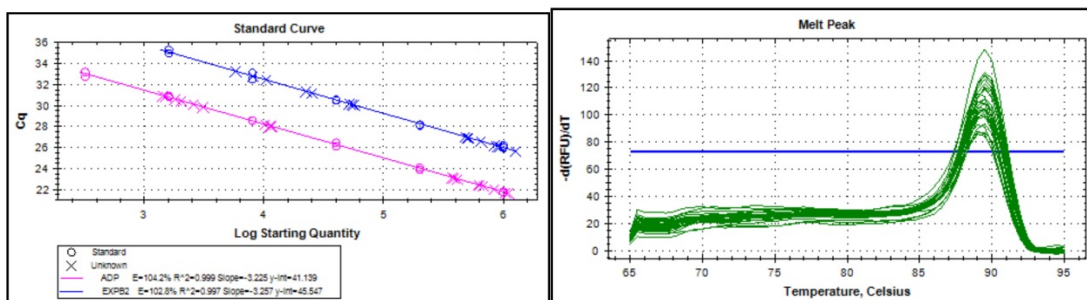

Expansin B2

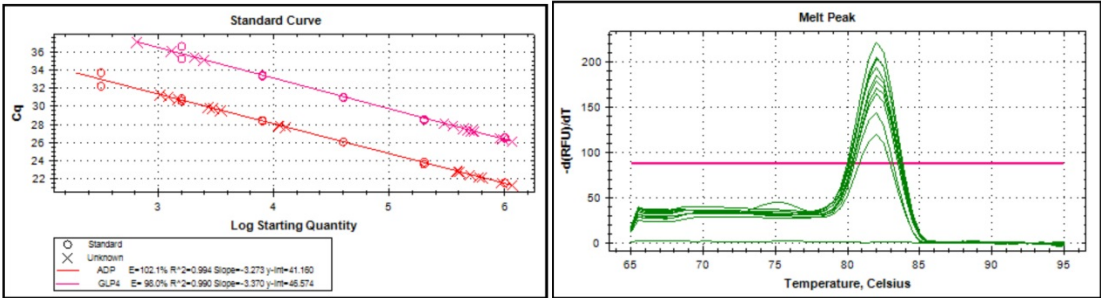

Germin-like protein 4

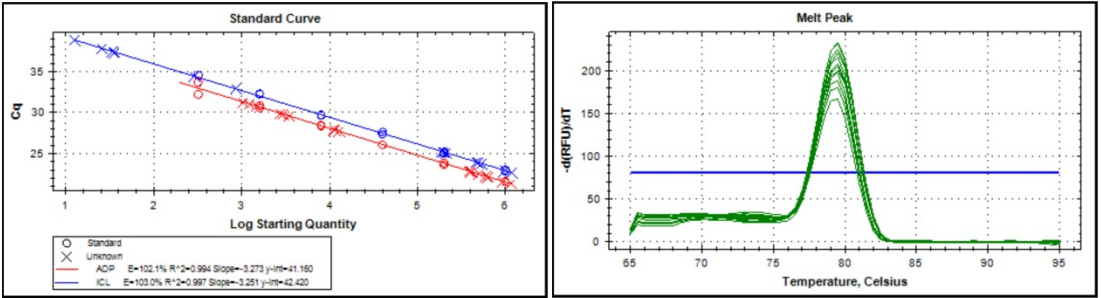

Nucleotide-sensitive chloride conductance regulator family protein

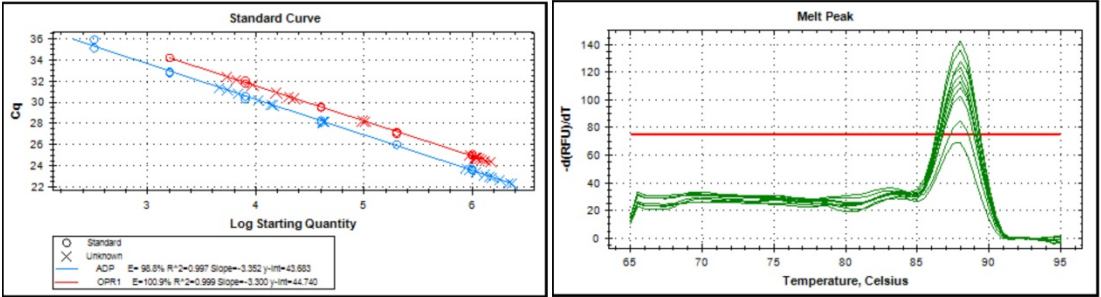

12-oxophytodienoate reductase 1

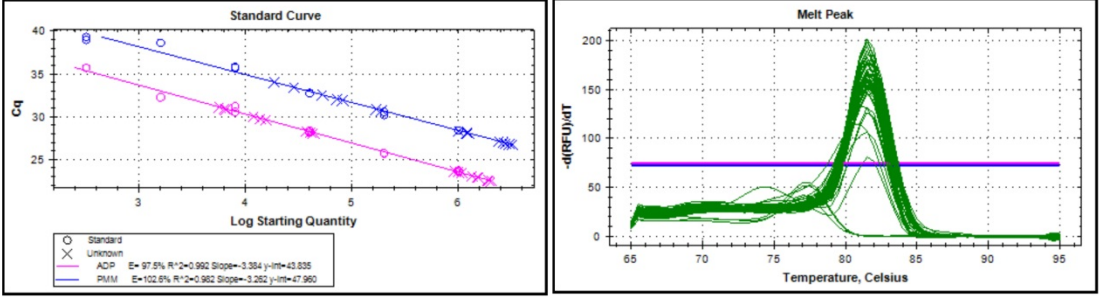

Phosphomannomutase

How the deposited data were processed for this re-analysis (not part of the article)

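Transcript levels were measured in embryo and endosperm of wheat seeds at 16 h of imbibition in water (CK), ABA or H2O2, on 18 Affymetrix Wheat Genome Arrays, 3 for each of the 6 groups. Samples were assigned to groups and replicate numbers from the sample labels and the paper's description, and all 18 could be assigned. The deposited values are intensities that the authors made with Microarray Suite 5.0 (MAS5), which combines the probes of a probe set into 1 signal and scales each array by 1 factor to a common trimmed mean. The Methods give a target of 100 for this scaling, and the deposited columns share a trimmed mean of 500.1. The signals here are larger than those of Additional file 2 by a median factor of 12.7 to 13.5, which this difference in target does not by itself account for. The table holds linear signals without a floor and without detection calls, 1 column per array, and no array was pooled.

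The 111 Affymetrix control probe sets (0.181% of 61290) were left out of every test. Signals below 10 were set to 10 and log2 was taken. That floor is the lowest value in Additional file 2, whose signals are on the lower scale described above, so it lies lower relative to the signals here. A floor and filter of 110, near that level on the scale used here, was added as an alternative after seeing the values. Of 61179 wheat probe sets, 3187 did not reach a signal of 20 on at least 3 arrays and were filtered out, which left 57992. These were fitted in limma 3.58.1 under R 4.3.3 with lmFit on 6 group means and eBayes with a trend of the spread over the mean level, and 1 fit of all 18 arrays served every contrast: treatment against CK in each tissue, the difference of these effects between the tissues (interaction), ABA against H2O2, and embryo against endosperm. Adjusted p-values are those of limma after the Benjamini-Hochberg method, with 0.05 as the threshold. The paper's Results give an FDR of 5% for its test, significance analysis of microarrays (SAM), and its Methods one of 1%. A fold is 2 to the power of the log2 difference, so values raised to the floor understate it, and where a group mean lies under 20 its size rests on the floor and is not exact. Correlations, clustering (complete linkage of Euclidean distances, as in the Methods) and counts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Clustering took the log2 signals of all wheat probe sets without the floor, so values under 10 enter the distances. The Methods first filtered probe sets by presence and SD, which was not repeated here. The Z-scores that compare the tissues also took signals without the floor.

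Arrays give no counts of molecules, and their number, 3 per group, limits the precision. The fitting step was tested on simulated arrays with the real mean levels of the 57992 probe sets. Their spread was that of the joint fit, H2O2_embryo replicate 1 included, and was the same in every group. Only some brighter probe sets were changed, in ABA_embryo: of 100 changed by a log2 fold of 1 limma recovered 31, of 100 changed by 2 it recovered 75, and 4 unchanged probe sets were called. Recovery depends on the share of probe sets changed, so these values, and those of SAM, need not hold for the real data. SAM, written for this purpose with all 20 orders of 3 against 3 labels, recovered 0 and 3 and called 0 unchanged ones. A count of 0 from it is therefore no evidence that nothing changed. The arrays of H2O2_embryo hold 1, replicate 1, that stands apart from the rest. It was kept, and the 17 arrays without it were fitted as an alternative chosen after seeing the data. Because the groups share 1 estimate of the spread, leaving it out changes every comparison. The alternatives set before the data were examined were other floors (none above 1, 32), filters (none, 100 on 3 arrays), quantile normalization, scaling to the 75th percentile, no trend, a fit of only the 6 arrays of a comparison, SAM at 5% and 1%, an adjusted p of 0.01, a further threshold of 2-fold, replicate number as a block, and each array left out in turn. A floor and filter of 110 was added after seeing the data.

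Genes were named from the platform's annotation, which lists 1273 probe sets (1272 of them found again in the RefSeq gene table), each with 1 gene symbol, leaving 59906 with none and 0 with several. Only 200 of these symbols are other than a locus name. Additional file 2 names 283 probe sets, and the first 1418 rows of Additional file 1 describe 1415, mostly by their match to Arabidopsis or other species. In all 1796 probe sets carry a name or description, and the others are unnamed here. Of the 20 accessions that the paper's running text gives, 13 were matched to probe sets. The logarithms in Additional file 1, which the Methods call natural, lay within 0.01 of log2 differences of the deposited signals for all 1415 probe sets held here.

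The genes named in the text were chosen by a rule set before the data were examined: in each comparison the 10 highest and 10 lowest folds among called probe sets whose higher group exceeds the floor on all 3 arrays and that have a name, 1 probe set per gene (that with the smallest p), every gene that the running text names by accession, and in each gene list 2 to 4 called members with the largest change. Probe sets of 1 accession are given together. The folds in the paper's Tables 1 and 2 had been seen by then. Genes of Tables 1 and 2 were matched to probe sets through accession and the folds of Additional file 2. The 40 gene lists were fixed at the same time: 14 functional categories of Additional file 1, 10 groups of Tables 1 and 2, and 16 groups found by patterns in gene names, markers of embryo, aleurone and starchy endosperm among them. Counts are given over all probe sets tested and adjusted over the list alone. None of the lists comes from a complete annotation, so no enrichment or set test was run. Many names come from the study's list of genes called on these arrays, so direction in these lists is not independent evidence.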

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

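Chosen after the result was seen were the tests of an exchanged label, of the 3' and 5' ends, of the spread added by 1 array and of the precision in the embryo, and the fit of 17 arrays.

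The effect of ABA differed between embryo and endosperm for 1529 probe sets and that of H2O2 for 2104 (limma interaction). Of 100 regroupings of the arrays for each, 2 and 1, the real grouping included, gave as many. This cannot decide whether the difference arose by chance. Groupings that mix treated and CK arrays of a tissue put the treatment effects into the spread, which lowers their counts whether or not the effects differ between tissues. The highest count of the other groupings was 1220 for H2O2 and 5123 for ABA. The latter came from exchanging the labels of all ABA and CK arrays of the endosperm, which counts the sum of the ABA effects in the 2 tissues instead of their difference.

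Among genes named by the paper, BJ293360 rose by more in the embryo under ABA than in the endosperm (log2 6.50 against 5.32, a difference of 1.18, adjusted p = 0.0336). BJ296527 differed by 3.67 by its first probe set (5.95 against 2.28, adjusted p = 1.7e-09) and by 3.19 by its second (5.11 against 1.92, 4.6e-08). For BJ299669 the differences were 6.27 (6.32 against 0.06, 2.0e-12) and 5.35 (5.68 against 0.33, 2.6e-10). CA719001 had the lower effect in the embryo, by a difference of -2.93 under ABA (-4.47 against -1.54, 1.0e-07) and -3.30 under H2O2 (-3.16 against 0.14, 2.1e-07). CA602902 fell by more in the endosperm by its first probe set, with differences of 1.38 under ABA (-2.99 against -4.37, 0.0158) and 1.42 under H2O2 (-1.45 against -2.87, 0.0115), while the differences of its second, 2.37 (adjusted p = 0.0663) and 1.85 (0.148), did not pass. CA607898 had differences of -1.10 under ABA (-0.20 against 0.91, 0.0274) and -1.77 under H2O2 (-0.41 against 1.35, 5.3e-04).

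H2O2_embryo replicate 1 gave R2 values of 0.729 and 0.733 with its group on the log2 scale, below the 0.822 that was the lowest between arrays of any other group. An array-wide scaling or curvature is argued against, since after quantile normalization its highest R2 with its group was 0.763, below the 0.833 of the other groups. Its highest R2 with the mean of another group was 0.739 (CK_embryo, against 0.748 with its own), which argues against a label exchanged within the series, and antisense target is argued against by a shift of 0.16 in the median log2 of A1 minus S1 probe sets, where other groups reach 0.452. Target shifted from the 3' towards the 5' end stays open: 10 of 13 control transcripts had a lower 3' over 5' ratio than on both other arrays. No biological explanation was tested.

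Under H2O2, 308 probe sets passed in the embryo and 3167 in the endosperm. Spread added by H2O2_embryo replicate 1 is argued against as the whole cause, since without it the counts were 786 and 7882, but other single arrays also move the contrast, to 2074 and 3339 without H2O2_embryo replicate 3 and to 105 and 2711 without CK_embryo replicate 1. Less precise measurement in the embryo is argued against for the 17 arrays. From the arrays of each comparison, a measure added after seeing the values, the mean standard error was lower in the embryo. It was 0.554 against 0.673 in the endosperm under H2O2 and 0.501 against 0.642 under ABA. The ABA counts, 3330 and 3982, cannot test precision, since the joint fit pools the spread of all groups. Fits of 6 arrays gave 2982 higher and 4093 lower under ABA in the embryo against 2652 and 3070 in the endosperm. They gave 0 under H2O2 in the embryo, where replicate 1 takes part (limma; 8229 had an unadjusted p under 0.05 in the joint fit, and SAM called 0). Smaller changes in the embryo stay open: beyond the replicate spread pooled over all groups, the standard deviation of the log2 changes on 17 arrays was 0, set there because the observed 0.604 lay below the mean standard error of 0.633, against 0.5165 in the endosperm, while with the spread of the arrays of each comparison, a test added after seeing the values, it was 0.241 against 0.367, and the same exchange turned the order of the tissues under ABA, from 0.452 and 0.536 to 0.523 and 0.442. A weaker response of the embryo to H2O2 is a hypothesis that stays open.

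With 3 arrays against 3 only 10 splits exist, too few for a share under 0.05. The real count, and the highest of the other splits, was 3330 and 0 for ABA in the embryo, 3982 and 2 for ABA in the endosperm, 308 and 2 for H2O2 in the embryo, 3167 and 3 for H2O2 in the endosperm, 6113 and 3 for ABA against H2O2 in the embryo, 1995 and 1 for that contrast in the endosperm, and 10552, 9328 and 13169 for the tissues in CK, ABA and H2O2 with 0 for each other split. The real split was the 1 that reached its count in each case.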

How the results depend on the processing

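The fit of 17 arrays and the floor and filter of 110 were chosen after seeing the data, and all other alternatives were set before. Of the 154 results on named genes, 106 pass the test, and none of these was reversed under any alternative, while the direction turned under at least 1 alternative for 15 of the 48 that do not pass. The side of the threshold held for 149 without a floor above 1, 141 with a floor of 32, 150 without a filter, 139 of 139 with a filter of 100, 144 after quantile normalization, 150 with the 75th percentile, 135 without trend, 142 on 17 arrays (with 12 newly passing) and 118 of 137 with a floor and filter of 110. It held for 114 in fits of 6 arrays, and for 825 of 924 when an array was left out. In the gene lists, 152 of 1600 counts moved by more than 1.5 times or to or from 0, 102 of these on 17 arrays. For counts of called probe sets, other floors (except 110 in the H2O2-treated embryo), filters, quantile normalization and scaling to the 75th percentile stayed within 1.5 times of the reported count. Signals near the floor limit which dim transcripts can be called. Where a larger change is given here, the cause was not tested, except that a stricter threshold or fewer arrays give different counts by construction.

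Given as higher and lower, the 17 arrays gave 2779 and 4066 in the ABA-treated embryo, 4017 and 4868 in the ABA-treated endosperm, 320 and 466 in the H2O2-treated embryo and 4193 and 3689 in the H2O2-treated endosperm. They gave interactions of 5100 for ABA and 4953 for H2O2, 5509 between ABA and H2O2 in the endosperm, and shared calls of 3655 for ABA in both tissues, 406 for H2O2 in both, 452 for both treatments in the embryo and 4451 in the endosperm, 178 for all 4, 12075 for ABA and 8262 for H2O2 in either tissue, and 5585 for both of these. Under H2O2 they left 2115 probe sets detected in the embryo alone and 7079 in the endosperm alone, with both remaining H2O2_embryo arrays required to reach the threshold. Fits of 6 arrays gave 2982 and 4093 in the ABA-treated embryo, 0 and 0 in the H2O2-treated embryo and 2696 and 2360 in the H2O2-treated endosperm. An adjusted p of 0.01 gave 1123 lower in the ABA-treated embryo, 1117 and 1123 in the ABA-treated endosperm, 23 and 88 in the H2O2-treated embryo and 833 and 706 in the H2O2-treated endosperm, with shared calls of 990 for ABA in both tissues, 25 for H2O2 in both, 63 for both treatments in the embryo and 686 in the endosperm, 9 for all 4, 3539 for ABA and 1625 for H2O2 in either tissue, and 919 for both of these. With at least 2-fold required, the counts were 932 and 935 in the ABA-treated embryo, 812 and 1034 in the ABA-treated endosperm, 43 and 110 in the H2O2-treated embryo and 766 and 662 in the H2O2-treated endosperm, and the shared calls 708 for ABA in both tissues, 19 for H2O2 in both, 58 for both treatments in the embryo and 404 in the endosperm, 4 for all 4, 3005 for ABA and 1562 for H2O2 in either tissue, and 592 for both of these.

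SAM at 5% called 624 and 223 in the ABA-treated embryo, 97 and 10 in the ABA-treated endosperm, 0 and 0 in the H2O2-treated embryo and 0 and 0 in the H2O2-treated endosperm, and at 1% 369 and 27 in the ABA-treated embryo, 46 and 5 in the ABA-treated endosperm, 0 and 0 in the H2O2-treated embryo and 0 and 0 in the H2O2-treated endosperm. In limma the unadjusted p was under 0.05 for 8229 and 10047 probe sets under H2O2 in embryo and endosperm. Without trend, 1261 rose in the ABA-treated endosperm, 29 and 84 changed in the H2O2-treated embryo and 1144 and 899 in the H2O2-treated endosperm. A floor and filter of 110 gave 290 and 373 in the H2O2-treated embryo.

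Leaving out 1 array at a time, the H2O2-treated embryo had 22 (without CK_embryo replicate 1) to 867 (without H2O2_embryo replicate 3) higher and 83 (without CK_embryo replicate 1) to 1207 (without H2O2_embryo replicate 3) lower. Within that range lay 37 and 102 without CK_embryo replicate 2, 32 and 92 without CK_embryo replicate 3 and 345 and 457 without H2O2_embryo replicate 2. In the H2O2-treated endosperm 1075 (without replicate 2) to 1309 (without CK_endosperm replicate 3) were higher, with 1151 and 1114 without H2O2_endosperm replicates 1 and 3. The H2O2 interaction ranged from 1322 (without CK_embryo replicate 3) to 4953 (without H2O2_embryo replicate 1), with 1344 without CK_embryo replicate 1.

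The replicate numbers are not stated to mark a shared batch. Over 15 pairs of groups, deviations of same-numbered arrays correlated by -0.037 to 0.074, and 0 pairs had every correlation above 0.1. No strong effect shared by arrays of the same number was seen, which cannot show that they came from separate seeds or batches. With the replicate number as a block the counts were 1482 and 1702 in the ABA-treated embryo, 1836 and 1952 in the ABA-treated endosperm, 75 and 165 in the H2O2-treated embryo and 1638 and 1271 in the H2O2-treated endosperm.

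On the linear signal the median R2 between replicates was 0.995 in CK_embryo, 0.993 in CK_endosperm, 0.992 in ABA_embryo, 0.985 in ABA_endosperm and 0.993 in H2O2_endosperm, and CK_endosperm gave 0.826 over the probe sets past the filter. Between tissues, R2 was 0.824 in CK and 0.8445 under ABA on the linear signal, and 0.881 and 0.900 on log2 with the floor of 10. With 1 replicate left out it was 0.816 to 0.822 in CK, 0.840 to 0.852 under ABA and 0.761 to 0.804 under H2O2. At a signal of at least 100, 2680 probe sets in CK, 1884 under ABA and 2676 under H2O2 were detected in the endosperm alone.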

Differences from the paper's values

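All alternatives named here were set before the data were examined, except the fit of 17 arrays and the floor and filter of 110, which were chosen after seeing the values. Values are given as the paper's against those found here, and a fold counts as close within 1.5 times or within the replicate spread.

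For ABA in the embryo, the paper gives 2783 rising and 4007 falling genes by SAM, against 1542 and 1788 in limma at an adjusted p under 0.05. Of the alternatives set beforehand, the fit of 6 arrays came within 1.5 times (2982 and 4093), and no other did. For the rises in the ABA-treated endosperm, the paper's 3323 stands against 1893, with the filter of 100 (2345) and the fit of 6 arrays (2652) within 1.5 times. The 17 arrays, chosen after seeing the values, gave 2779, 4066 and 4017; on them 1 of the 64 genes of Table 1 and 5 of the 121 of Table 2 did not pass under ABA, and 33 and 7 under H2O2. The floor and filter of 110, also chosen after seeing the values, gave 1972 rises in the embryo and 2519 in the endosperm, with 3 and 10 of those genes not passing under ABA and 40 and 11 under H2O2, where the reported fit leaves 3, 20, 44 and 21 in that order. Under H2O2 in the embryo the paper shows about 8 rising and about 35 falling genes in Fig. 2a, read by eye, against 109 and 199, and none of the alternatives came within 1.5 times.

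Shared calls under ABA in both tissues were 2442 in the paper against 1525, and calls under ABA in either tissue 10185 against 5787. Neither stricter threshold came within 1.5 times, and the 17 arrays, chosen after seeing the values, gave 3655 and 12075. For H2O2 in both tissues the paper's 18 stands against 93, with 25 at an adjusted p of 0.01 and 19 at 2-fold. For all 4 comparisons the paper's 17 stands against 26, and no alternative came within 1.5 times. The paper's bound of 0.99 on R2 between replicates stands against a lowest value of 0.729, which neither the linear signal nor the probe sets past the filter brought above it. Of probe sets detected, Fig. 3 shows about 5400 for the embryo alone in CK against 3288 (4157 at a signal of 30), about 18000 for both tissues of CK against 30686 (23600 at 100), about 19000 for both under ABA against 29794 (22958 at 100) and about 16000 for both under H2O2 against 31099 (23561 at 100), read by eye. It shows about 650 for the endosperm alone in CK against 5402, about 1100 under ABA against 3452 and about 2000 for the embryo alone under H2O2 against 4465, read by eye from Fig. 3, and neither threshold came within 1.5 times for these. Without H2O2_embryo replicate 1, an exclusion chosen after seeing the values, 2115 were detected in the embryo alone under H2O2, which is within 1.5 times. Both remaining H2O2_embryo arrays then had to reach the threshold, a stricter rule that lowers this count by itself.

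Among folds under ABA in the embryo (Table 1), with the paper's value first, no alternative came close for BF293263 (0.30 against 0.0824), CK154440 (0.61 against 0.367), CD919701 (19.23 against 11.2), BJ231541 (0.31 against 0.144), BJ308450 (0.15 against 0.0722) and BJ209178 (0.27 against 0.0894). Quantile normalization came close for CA602902 (0.20 against 0.126, then 0.140) and its other probe set (0.22 against 0.135, then 0.155). It also came close, as did the removal of 1 array, for 1 probe set of BJ308545 (0.24 against 0.154, then 0.181, and 0.191 without ABA_embryo replicate 3) and for BJ320258 (0.17 against 0.105, then 0.117, and 0.118 without ABA_embryo replicate 1). For BJ214272 (0.27 against 0.0851), leaving out ABA_embryo replicate 1 gave 0.127. Under the added floor and filter of 110, chosen after seeing the values, CA669389 (6.05 against 12.8) came to 9.24, BE604829 (0.62 against 0.0542) to 0.597, the other probe set of BJ308545 (0.21 against 0.108) to 0.155, BJ296643 (2.31 against 11.2) to 2.52, BJ214272 to 0.253, the second probe set of CA602902 to 0.157, the first named probe set of BJ308545 to 0.197 and BJ320258 to 0.114. Under H2O2 in the embryo, no alternative came close for BJ291883 (0 against 1.26; a fold of 0 is a value a ratio of these signals cannot take), CD919701 (0.12 against 0.833) and BJ209178 (1.70 against 1.01). Leaving out H2O2_embryo replicate 1 came close for CA644563 (0.23 against 0.398, then 0.309) and CA670423 (0.73 against 0.471, then 0.554, and 0.488 and 0.494 without CK_embryo replicate 1 or 3).

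Among folds in the endosperm (Table 2), again with the paper's value first, CD452527 (0.28 against 0.509 under ABA and 0.45 against 0.782 under H2O2) and BJ251154 (0.32 against 0.116 under ABA) came close under no alternative. CD892913 under ABA (0.20 against 0.130) came close after quantile normalization (0.141), with the 75th percentile (0.134) and without CK_endosperm replicate 1 (0.134) or ABA_endosperm replicate 3 (0.148), and under H2O2 (0.48 against 0.310) without CK_endosperm replicate 1 (0.321) or H2O2_endosperm replicate 2 (0.369). CA676957 under H2O2 (2.51 against 4.10) came close with the 75th percentile (4.02) and without CK_endosperm replicate 1 (3.44) or 2 (3.74) or H2O2_endosperm replicate 3 (3.47). AF112966 under ABA (2.36 against 3.59) did so without CK_endosperm replicate 2 (3.48) or 3 (3.27), and CN012655 (2.54 against 4.15) without CK_endosperm replicate 2 (3.65) or ABA_endosperm replicate 2 (3.70). BT008949 under H2O2 (0.47 against 0.790) came close without CK_endosperm replicate 1 (0.643). Of CA602902 under ABA, the second probe set (0.11 against 0.0259) came close with a floor of 32 (0.0383) or without ABA_endosperm replicate 3 (0.0398), and the first (0.097 against 0.0484) with no alternative set beforehand. The same holds for CD373926 (1.87 against 8.75 under ABA and 3.19 against 12.5 under H2O2). The floor and filter of 110, chosen after seeing the values, gave 0.0830 and 0.0872 for the first and second probe sets of CA602902, 2.84 and 4.06 for CD373926, 0.161 for CD892913 under ABA, 3.25 for CA676957 and 3.03 for CN012655.

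Some statements without a value also differ. The paper states that more genes were induced than repressed by ABA in the endosperm, where 47.5% of the called probe sets were higher here, and 52.2% after quantile normalization or 54.1% with the 75th percentile. SAM at 5%, the test and threshold of the paper's Results, called 97 higher and 10 lower there, which is the paper's direction. The replicates are stated to lie together in the dendrogram, where 4 of 6 groups formed a clade here. It groups H2O2 with CK in the endosperm, where ABA_endosperm joined H2O2_endosperm first, while in the embryo CK and H2O2 arrays did form a clade. The paper's dendrogram rests on probe sets filtered by presence and SD, and the one here on all wheat probe sets, so they are not of the same set. On the probe sets past the filter used here, 5 groups formed a clade, and CK and H2O2 again formed none in the endosperm. CA719001, listed as not changed by H2O2, fell to 0.112 times the control in the H2O2-treated embryo, and the other 4 genes of that list were not called under H2O2. More genes are stated to be detected in both tissues under ABA than in CK or under H2O2, against 29794 under ABA, 30686 in CK and 31099 under H2O2. Without H2O2_embryo replicate 1 the count under H2O2 was 28694, below that under ABA. That count required both remaining H2O2_embryo arrays to reach the threshold, a stricter rule than in the other groups, so it cannot settle the order of ABA and H2O2. Fatty acid synthesis, the light reactions and photorespiration are described as raised in the H2O2-treated embryo, where 95 of 163, 124 of 213 and 16 of 23 probe sets had a ratio above 1 (as did 58.2% of all 57992 probe sets) and 0 of each rose in limma (12, 20 and 6 higher and 10, 13 and 0 lower at an unadjusted p under 0.05, and 0 by SAM at 5%). Cell wall genes are described as mostly raised by H2O2. Over the 457 probe sets of the 7 cell wall categories used here, 17 rose and 31 fell in the H2O2-treated endosperm, with 227 ratios above 1. Without H2O2_embryo replicate 1, 42 rose and 48 fell there. Of the ratios in the H2O2-treated embryo 308 (67.4%) were above 1, against 58.2% of all probe sets. After quantile normalization 269 were above 1. The 58.2% does not apply there, since the median of all log2 changes was then -0.016, just below a ratio of 1. In the reported limma fit 2 rose and 2 fell (57 higher and 20 lower at an unadjusted p under 0.05). Glutathione and ascorbate genes are described as higher in the embryo than in the endosperm under H2O2, where 1 of 18 rose in the embryo and 9 in the endosperm, and the H2O2 effect was higher in the embryo for 1 and in the endosperm for 3 (limma interaction). BE426829, described as raised by H2O2 in the endosperm, had a ratio of 1.68 that did not pass (adjusted p = 0.544). Lipid degradation is described as repressed by ABA in the embryo, where 6 rose and 6 fell in the part of that category that was used here. The directions of Tables 1 and 2 under ABA matched for all 64 and all 121 genes, and under H2O2 for 61 and 121, but these genes were matched to probe sets partly by the fold in Additional file 2, a choice that favours agreement.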

Other observations

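The test of whether the poly-A controls share 1 factor was chosen after the result was seen.

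Most named proteins that protect drying seeds rose under ABA in both tissues. Of 42 probe sets named as LEA proteins, dehydrins or related cold-response proteins, 31 rose, 4 fell and 7 did not pass (32 higher and 6 lower adjusted over the list alone) in the ABA-treated embryo and 28 rose, 5 fell and 9 did not pass (31 higher and 6 lower adjusted over the list alone) in the ABA-treated endosperm. Under H2O2, 1 fell, 0 rose and 41 did not pass (1 higher and 1 lower adjusted over the list alone) in the embryo and 3 fell, 0 rose and 39 did not pass (0 higher and 5 lower adjusted over the list alone) in the endosperm, where U73217 (WCOR615) fell to 0.415 times the control and the Em gene CD490538 to 0.591 times. Among the 4 probe sets of ABA signalling, all 4 rose (also adjusted over the list alone) in the ABA-treated embryo and 2 rose, 0 fell and 2 did not pass (3 higher and 0 lower adjusted over the list alone) in the endosperm, with the protein phosphatase 2C genes BQ807036, of a family that switches ABA signalling off, up 6.72-fold and CK208784 up 3.91-fold in the embryo. Under H2O2, 0 of the 4 passed in limma (0 higher and 3 lower adjusted over the list alone) in the embryo, where 3 were lower at an unadjusted p under 0.05 and SAM at 5% called 0, and 1 rose, 0 fell and 3 did not pass (also adjusted over the list alone) in the endosperm. The agglutinin isolectin D precursor M25537, taken here as an embryo protein, rose 11.13-fold in the ABA-treated embryo (17590 ± 1416 against 1579 ± 102, SD, n = 3 arrays each) and 12.12-fold in the ABA-treated endosperm, and fell to 0.627 times in the H2O2-treated endosperm (adjusted p = 0.00954 from limma). It is the only member of the list of embryo markers, and its H2O2 ratio in the embryo did not pass (1 higher adjusted over the list alone). Of 16 aleurone and lipid transfer proteins, 6 rose, 0 fell and 10 did not pass (also adjusted over the list alone) in the ABA-treated embryo and 5 rose, 0 fell and 11 did not pass (also adjusted over the list alone) in the endosperm, with BJ296643, named a lipid transfer protein in Additional file 2 and placed in protein degradation in Table 1, up 11.2-fold and 5.62-fold in the embryo by its 2 probe sets (2.52-fold for the first with the floor and filter of 110). Under H2O2, 2 fell, 0 rose and 14 did not pass (1 higher and 5 lower adjusted over the list alone) in the embryo and 1 rose, 1 fell and 14 did not pass (3 higher and 3 lower adjusted over the list alone) in the endosperm. Of 6 storage protein probe sets, markers of starchy endosperm, 0 passed in any of the 4 comparisons in limma (1 higher adjusted over the list alone in the endosperm under each treatment), with 0 and 3 under ABA and 0 and 1 under H2O2 in embryo and endosperm at an unadjusted p under 0.05. SAM at 5% called 0 of them. Of the names in these lists, 36 of 42, 4 of 4, 1 of 1, 8 of 16 and 3 of 6 come from the study's calls, which is not independent evidence.

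Of 17 defence protein probe sets, 6 rose, 3 fell and 8 did not pass (7 higher and 4 lower adjusted over the list alone) in the ABA-treated embryo, 8 rose, 4 fell and 5 did not pass (also adjusted over the list alone) in the ABA-treated endosperm, 1 rose, 1 fell and 15 did not pass (2 higher and 3 lower adjusted over the list alone) in the H2O2-treated embryo and 3 rose, 0 fell and 14 did not pass (6 higher and 2 lower adjusted over the list alone) in the H2O2-treated endosperm. The oxalate oxidase CA611128 rose 3.72-fold under ABA in the embryo, and the germin M21962 fell to 0.368 times the control in the embryo and 0.263 times in the endosperm. Among 24 probe sets named as histones, 17 fell, 0 rose and 7 did not pass (0 higher and 19 lower adjusted over the list alone) in the ABA-treated embryo, 4 fell, 0 rose and 20 did not pass (also adjusted over the list alone) in the ABA-treated endosperm, 0 of the 24 passed in limma (2 higher and 0 lower adjusted over the list alone) in the H2O2-treated embryo, or 9 higher and 0 lower without H2O2_embryo replicate 1, and 15 fell, 0 rose and 9 did not pass (0 higher and 18 lower adjusted over the list alone) in the H2O2-treated endosperm. The histone H2B-8 BJ221397 fell to 0.166 times in the ABA-treated embryo and 0.133 times in the H2O2-treated endosperm. Of the histones in the H2O2-treated embryo, 4 were higher and 0 lower at an unadjusted p under 0.05, and SAM at 5% called 0. For phospholipid synthesis, of 72, 3 rose, 9 fell and 60 did not pass (3 higher and 13 lower adjusted over the list alone) in the ABA-treated embryo, 10 rose, 4 fell and 58 did not pass (14 higher and 4 lower adjusted over the list alone) in the ABA-treated endosperm, 0 of the 72 passed in limma (also adjusted over the list alone) in the H2O2-treated embryo and 3 rose, 5 fell and 64 did not pass (3 higher and 6 lower adjusted over the list alone) in the H2O2-treated endosperm. Small lists moved as follows in limma, in the order ABA-treated embryo and endosperm, then H2O2-treated embryo and endosperm. Of 5 heat shock proteins 1, 0, 0 and 1 rose and 0 fell (CA699307 3.27-fold in the H2O2-treated endosperm). Of 5 ribosomal proteins 3, 2, 0 and 0 rose and 0 fell (BQ579004 12.6-fold). Of 4 tubulins and actins 0, 2, 0 and 1 rose and 2, 1, 0 and 0 fell (CA640220 to 0.319 times). Of 3 cysteine proteases and carboxypeptidases 1, 1, 0 and 1 rose and 0, 0, 0 and 1 fell. Adjusted over each list alone, 1, 0, 2 and 1 heat shock proteins, 4, 2, 0 and 0 ribosomal proteins, 2, 4, 2 and 2 tubulins and actins and 1, 1, 0 and 2 cysteine proteases and carboxypeptidases passed in that order, in either direction. Most of these names, the phospholipid list apart, come from the study's calls. Under H2O2 in the embryo, 0 of the phospholipid synthesis, heat shock, ribosomal, tubulin and actin or cysteine protease probe sets passed, 15 had an unadjusted p under 0.05 in all, and SAM called 0. The counts of 0 for heat shock proteins in the ABA-treated endosperm and for ribosomal proteins in the H2O2-treated endosperm stand beside 0 and 1 at an unadjusted p under 0.05 and 0 from SAM.

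Poly-A control transcripts, which the array's protocol adds to the RNA before labelling, read higher in CK_endosperm than in CK_embryo by 3.03 on the log2 scale on average, and the hybridisation controls, added after labelling, by 1.72. Arrays of dim target that the global scaling brought up are in line with the rise of the latter (1.723). The differences of the 4 poly-A controls lay within 0.3283 of each other, in line with 1 factor for all of them, as a smaller amount of wheat messenger RNA per sample would give. The poly-A controls also differed by -0.36 in ABA_embryo and -1.71 in H2O2_embryo against CK_embryo, where the hybridisation controls differed by 0.31 and 0.14, which a change in dim target does not account for, and by -1.76 in ABA_endosperm against CK_endosperm, with -1.33 for the hybridisation controls. These are hypotheses: the amount of messenger RNA was not measured, and biological causes of the difference stay open.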
